# Synaptopodin Regulates Denervation-Induced Plasticity at Hippocampal Mossy Fiber Synapses

**DOI:** 10.3390/cells13020114

**Published:** 2024-01-06

**Authors:** Pia Kruse, Gudrun Brandes, Hanna Hemeling, Zhong Huang, Christoph Wrede, Jan Hegermann, Andreas Vlachos, Maximilian Lenz

**Keywords:** lesion-induced plasticity, denervation, synaptopodin, local protein synthesis

## Abstract

Neurological diseases can lead to the denervation of brain regions caused by demyelination, traumatic injury or cell death. The molecular and structural mechanisms underlying lesion-induced reorganization of denervated brain regions, however, are a matter of ongoing investigation. In order to address this issue, we performed an entorhinal cortex lesion (ECL) in mouse organotypic entorhino-hippocampal tissue cultures of both sexes and studied denervation-induced plasticity of mossy fiber synapses, which connect dentate granule cells (dGCs) with CA3 pyramidal cells (CA3-PCs) and play important roles in learning and memory formation. Partial denervation caused a strengthening of excitatory neurotransmission in dGCs, CA3-PCs and their direct synaptic connections, as revealed by paired recordings (dGC-to-CA3-PC). These functional changes were accompanied by ultrastructural reorganization of mossy fiber synapses, which regularly contain the plasticity-regulating protein synaptopodin and the spine apparatus organelle. We demonstrate that the spine apparatus organelle and synaptopodin are related to ribosomes in close proximity to synaptic sites and reveal a synaptopodin-related transcriptome. Notably, synaptopodin-deficient tissue preparations that lack the spine apparatus organelle failed to express lesion-induced synaptic adjustments. Hence, synaptopodin and the spine apparatus organelle play a crucial role in regulating lesion-induced synaptic plasticity at hippocampal mossy fiber synapses.

## 1. Introduction

Denervation is a common feature of various neurological diseases, which are accompanied by neuronal cell death, demyelination or traumatic injury of the central nervous system [1]. As a result of the loss-of-input in otherwise healthy brain regions, complex reorganizational processes of neural circuits have been described. Specifically, excitatory synaptic strengthening upon denervation or activity deprivation has been reported as a compensatory synaptic adjustment [2,3]. However, the mechanisms that mediate lesion-induced synaptic plasticity at local dendritic sites warrant further investigation.

The hippocampal network is a crucial structure in memory acquisition. Here, the excitatory connection between dentate granule cells (dGCs) and CA3 pyramidal cells (CA3-PCs), i.e., the hippocampal mossy fiber synapse, has been demonstrated to play a crucial role in memory formation, maintenance and retrieval [4]. At this synapse, previous studies have identified distinct morphological features, such as the regular occurrence of the spine apparatus organelle, which can be found in a subset of dendritic spines in telencephalic neurons [5]. Notably, the spine apparatus organelle and its associated actin-binding molecule synaptopodin were identified as crucial regulators of synaptic plasticity [6,7,8]. Moreover, recent work suggested a potential role for synaptopodin in neuropsychiatric diseases, such as cognitive decline and autism spectrum disorders [9,10]. Although numerous studies have assessed plasticity at this synapse (e.g., the detonating transmission; [11]) and its impact on memory and behavior, no studies have addressed whether lesion-induced synaptic plasticity occurs at this synapse when the main cortical excitatory input to the hippocampus is affected. Organotypic tissue cultures of the entorhino-hippocampal complex, which contain intact cortico-hippocampal projections, provide the opportunity to study synaptic transmission at hippocampal mossy fiber synapses in a steady-state condition [12]. Based on the lamination of cortico-hippocampal inputs, the in vitro entorhinal-cortex lesion can be used to explore the effects of partial denervation on hippocampal neural circuits [13,14,15,16].

In this study we used an entorhinal cortex lesion (ECL) of organotypic entorhino-hippocampal tissue cultures to study synaptic adaptations in the dentate gyrus and CA3 network upon partial denervation. We provide evidence that partial denervation leads to ultrastructural changes and excitatory synaptic strengthening in both dGCs and CA3-PCs. Using paired whole-cell patch-clamp recordings, we demonstrate changes in synaptic transmission at hippocampal mossy fiber synapses that are accompanied by ultrastructural reorganizations of the plasticity-related spine apparatus organelle [6,8,17,18,19,20,21,22,23]. Our data suggest that synaptopodin and the spine apparatus organelle are associated with dendritic ribosomes that could be crucial for the local implementation of lesion-induced synaptic plasticity [24]. Consequently, synaptopodin-deficient tissue cultures, which lack the spine apparatus organelle, showed alterations in their ability to express lesion-induced plasticity of excitatory synapses and the region-specific transcriptome. We therefore conclude that the spine apparatus organelle is essential for regulating lesion-induced plasticity, which might be linked to the localization of ribosomes near synaptic sites.

## 2. Materials and Methods

### 2.1. Ethics Statement

Mice were maintained in a 12 h light/dark cycle with food and water available ad libitum. Every effort was made to minimize distress and pain of animals. All experimental procedures were performed according to German animal welfare legislation and approved by the appropriate animal welfare committee and the animal welfare officer of Albert-Ludwigs-University Freiburg, Faculty of Medicine (X-17/07K, X-17/09K, X-21/01B) and Hannover Medical School (2022/308).

### 2.2. Preparation of Tissue Cultures

Entorhino-hippocampal tissue cultures were prepared at postnatal days 3–5 from C57BL/6J (wildtype, Synpo^+/+^) and B6.129-Synpo^tm1Mndl/Dllr^ (Synpo^−/−^, [18,19,20]) mice of either sex as previously described [25]. Synpo^−/−^ strain was back-crossed at least 10 times to establish C57BL/6J genetic background. Cultivation medium contained 50% (*v*/*v*) MEM, 25% (*v*/*v*) basal medium eagle, 25% (*v*/*v*) heat-inactivated normal horse serum, 25 mM HEPES buffer solution, 0.15% (*w*/*v*) bicarbonate, 0.65% (*w*/*v*) glucose, 0.1 mg/mL streptomycin, 100 U/mL penicillin and 2 mM glutamax. The pH was adjusted to 7.3. All tissue cultures were allowed to mature for at least 18 days in a humidified atmosphere with 5% CO_2_ at 35 °C. Cultivation medium was replaced 3 times per week.

### 2.3. Entorhinal Cortex Lesion (ECL)

The entorhinal cortex of mature slice cultures (≥18 days in vitro) was transected with a sterile scalpel from the rhinal to the hippocampal fissure to achieve a complete lesion of the perforant path. Except for the lesion-induced partial denervation of the hippocampus, cytoarchitecture of both the hippocampus and the entorhinal cortex remained unchanged.

### 2.4. Whole-Cell Patch-Clamp Recordings

Whole-cell patch-clamp recordings were carried out at 35 °C (3–6 neurons per culture). The bath solution contained (in mM) 126 NaCl, 2.5 KCl, 26 NaHCO_3_, 1.25 NaH_2_PO_4_, 2 CaCl_2_, 2 MgCl_2_ and 10 glucose (aCSF) and was oxygenated continuously (5% CO_2_/95% O_2_). Patch pipettes contained (in mM) 126 K-gluconate, 10 HEPES, 4 KCl, 4 ATP-Mg, 0.3 GTP-Na_2_, 10 PO-Creatine, 0.3% (*w*/*v*) biocytin (pH 7.25 with KOH, 290 mOsm with sucrose), having a tip resistance of 4–6 MΩ. Neurons were visually identified using an LN-Scope (Luigs & Neumann, Ratingen, Germany) equipped with an infrared dot-contrast and a 40× water-immersion objective (NA 0.8; Olympus, Tokyo, Japan). Spontaneous excitatory postsynaptic currents (sEPSCs) of both dGCs and CA3-PCs were recorded in voltage-clamp mode at a holding potential of −70 mV. In the dentate gyrus, recordings were performed in granule cells at the outer parts of the granule cell layer in the suprapyramidal blade with maximum distance to the subgranular zone. Moreover, the resting membrane potential was estimated before our recordings to exclude immature granule cells. In CA3, recordings were performed in pyramidal cells close to the dentate gyrus in proximity to str. lucidum. Series resistance was monitored before and after each recording, and recordings were discarded if the series resistance reached ≥30 MΩ. For recording of intrinsic cellular properties in current-clamp mode, pipette capacitance of 2.0 pF was corrected and series resistance was compensated using the automated bridge balance tool of the MultiClamp commander. I-V-curves were generated by injecting 1 s square pulse currents starting at −100 pA and increasing in 10 pA steps until +500 pA current injection was reached (sweep duration: 2 s).

### 2.5. Paired Whole-Cell Patch-Clamp Recordings of Hippocampal Mossy Fiber Synapses

Action potentials were generated in the presynaptic dGC using 5 ms square current pulses (1 nA). For connectivity analysis, 5 action potentials were induced at 20 Hz (inter-sweep-interval: 10 s; at least 30 repetitions) while recording unitary excitatory postsynaptic currents (uEPSCs) from CA3-PCs. Neurons were considered to be connected if >5% of action potentials evoked time-locked inward uEPSCs [26]. Recordings were performed in the presence of (-)-bicuculline-methiodide (10 μM, Abcam, Cambridge, UK, #ab120108) to prevent inhibitory synapse recruitment. Moreover, glutamine (200 μM, Gibco, New York, NY, USA, #11539876) was added to the recording medium to avoid synaptic depletion [27].

### 2.6. Post Hoc Staining and Imaging

Tissue cultures were fixed overnight in a solution of 4% (*w*/*v*) paraformaldehyde (PFA; in PBS (0.1M, pH 7.4) with 4% (*w*/*v*) sucrose). After fixation, cultures were washed in PBS (0.1 M, pH 7.4) and consecutively incubated for 1 h with 10% (*v*/*v*) normal goat serum (NGS) in 0.5% (*v*/*v*) Triton X-100 containing PBS to reduce nonspecific staining. For post hoc visualization of patched dGCs and CA3-PCs, Streptavidin Alexa Fluor 488 (Streptavidin A488, 1:1000; Invitrogen, Waltham, MA, USA, #S32354) was added to the incubation solution. DAPI nuclear stain (1:5000 in PBS for 10 min; Thermo Scientific, Waltham, MA, USA, #62248) was used to visualize cytoarchitecture. Cultures were washed, transferred onto glass slides and mounted for visualization with DAKO anti-fading mounting medium (Agilent, Santa Clara, CA, USA, #S302380-2).

### 2.7. Serial Block-Face Scanning Electron Microscopy (SBF-SEM)

For volume electron microscopic evaluation, samples were fixed in 1.5% glutaraldehyde and 1.5% paraformaldehyde buffered in 0.15 M HEPES, pH = 7.35. Further processing was already described previously [28] based on accessible protocols (https://ncmir.ucsd.edu/sbem-protocol; accessed on 10 July 2023). In brief, for postfixation and staining reduced osmium tetroxide, thiocarbohydrazide and osmium tetroxide (rOTO), followed by uranyl acetate and lead aspartate were applied. After dehydration in an ascending acetone series, samples were embedded in epoxy resin, Araldite CY212 premix kit (Agar Scientific, Stansted Essex, UK).

Target regions were identified on semithin sections (1 μm, stained with toluidine blue). Accordingly, resin blocks were trimmed, mounted with conductive epoxy glue (Chemtronics, CircuitWorks, Kennesaw, GA, USA) on sample pin stubs (Micro to Nano, Haarlem, The Netherlands), precisely trimmed again and sputter coated with a gold layer.

Image stacks were acquired with a Zeiss Merlin VP Compact SEM (Carl Zeiss Microscopy GmbH, Oberkochen, Germany) equipped with a Gatan 3View2XP system (Gatan Inc., Pleasanton, CA, USA). Every second block-face (section thickness 50 nm) was scanned with 3.5 kV acceleration voltage and 100% focal charge compensation (10 nm pixel size, 3 μs dwell time) by using the Multi-ROI mode to record multiple areas on each surface.

### 2.8. Transmission Electron Microscopy—Mossy Fiber Synapse Visualization

Wildtype (Synpo^+/+^) and Synpo^−/−^ tissue cultures were fixed in 4% paraformaldehyde (*w*/*v*) and 2% glutaraldehyde (*w*/*v*) in 0.1 M phosphate buffer (PB) overnight and washed for 1 h in 0.1 M PB. After fixation, tissue cultures were sliced with a vibratome, and the slices were incubated with 1% osmium tetroxide for 20 min in 5% (*w*/*v*) sucrose containing 0.1 M PB. The slices were washed 5 times for 10 min in 0.1 M PB and washed in graded ethanol (10 min in 10% (*v*/*v*) and 10 min in 20% (*v*/*v*)). The slices were then incubated with uranyl acetate (1% (*w*/*v*) in 70% (*v*/*v*) ethanol) overnight and were subsequently dehydrated in graded ethanol 80% (*v*/*v*), 90% (*v*/*v*) and 98% (*v*/*v*) for 10 min. Finally, slices were incubated with 100% (*v*/*v*) ethanol twice for 15 min followed by two 15 min washes with propylene oxide. The slices were then transferred for 30 min in a 1:1 mixture of propylene oxide with durcupan and then for 1 h in durcupan. The durcupan was exchanged with fresh durcupan and the slices were transferred to 4 °C overnight. The slices were then embedded between liquid release-coated slides and coverslips. Cultures were re-embedded in blocks and ultrathin sections were collected on copper grids, at which point an additional Pb citrate contrasting step was performed (3 min). Electron microscopy was performed using a LEO 906E microscope (Zeiss) at 4646× magnification.

### 2.9. Synaptopodin Co-Immunoprecipitation (SP-coIP), RNA-Seq Analysis and Negative Contrast Electron Microscopy

Six tissue cultures per biological replicate were washed in coIP-solution and dounce homogenized on ice in a solution containing (150 μL per sample, coIP-solution, in mM) 10 HEPES, 120 NaCl, 0.05% (*v*/*v*) NP-40 or IGEPAL CA-630 (Sigma Aldrich, St. Louis, MO, USA, #I8896), cOmplete protease inhibitor (Roche, according to manufacturer’s instructions), murine RNase inhibitor (1:1000, New England Biolabs, Ipswich, MA, USA, #M0314) and cycloheximide (0.5 mg/mL, Sigma Aldrich, #C-4859). Input was precleared twice with protein A beads (10 μL per 100 μL sample/supernatant) to reduce non-specific binding. Protein A beads (10 μL, New England Biolabs, #S1425) were washed twice in coIP-solution and consecutively incubated for 1 h at 4 °C with an anti-synaptopodin antibody (rabbit anti-synaptopodin, Synaptic Systems, Göttingen, Germany, #163002). Beads were carefully washed twice to remove unbound antibodies and incubated for 1 h with the precleared supernatant (‘input’) at 4 °C with head-over-tail rotation. An 10 μL volume of the precleared supernatant was kept as input control. After incubation, beads were washed twice with coIP-solution and finally dissolved in RNA protection buffer (New England Biolabs).

In another round of experiments, hippocampal tissue from adult animals was used for co-immunoprecipitation experiments (antibody: monoclonal rabbit anti-synaptopodin, Abcam, #ab259976) with subsequent negative contrast electron microscopy. Beads (30 μL) were adsorbed on carbon-coated films stabilized by a copper grid and stained with 3% uranyl acetate (Serva, Heidelberg, Germany). Samples were immediately examined with a transmission electron microscope (Morgagni 268, 80 kV, FEI, Eindhoven, The Netherlands).

RNA was released from the beads through protein K lysis (Monarch^®^ Total RNA Miniprep Kit; New England Biolabs, #T2010S). After lysis, beads were removed from the solution in a magnetic rack and the RNA containing supernatant was transferred to fresh tubes. RNA isolation on coIP and input samples was then performed according to the manufacturer’s instructions. RNA content was determined using the Agilent RNA 6000 Pico Kit (Agilent, #5067-1513) with a 2100 Bioanalyzer (Agilent, #G2939BA). RNA Library preparations for Synpo-related transcriptome analysis were performed using the NEBNext^®^ Single Cell/Low Input RNA Library Prep Kit for Illumina^®^ (New England Biolabs, #E6420) according to the manufacturer’s instructions. We quantified the libraries using the NEBNext Library Quant Kit for Illumina (New England Biolabs, #E7630) based on the mean insert size provided by the Bioanalyzer. A 10 nM sequencing pool (120 μL in Tris-HCl, pH 8.5) was generated for sequencing on the NovaSeq6000 Sequencing platform (Illumina; service provided by CeGaT GmbH, Tübingen, Germany). We performed a paired-end sequencing with 150 bp read length. Data analysis was performed at the Galaxy platform (usegalaxy.eu; accession date: 01 August 2023). All files contained more than 10 M high-quality reads (after mapping to the reference genome; mm10) having at least a phred quality of 30 (>90% of total reads).

### 2.10. Regional mRNA Library Preparations and Transcriptome Analysis

RNA Library preparations for transcriptome analysis were performed using the NEBNext^®^ Single Cell/Low Input RNA Library Prep Kit for Illumina^®^ (New England Biolabs, #E6420) according to the manufacturer’s instructions. Briefly, isolation of the dentate gyrus and CA3 area from individual tissue cultures was performed using a scalpel. One isolated dentate gyrus or CA3 area, respectively, was transferred to 7.5 μL lysis buffer (supplemented with murine RNase inhibitor) and homogenized using a pestle. Samples were centrifuged for 30 s at 10,000× *g*, and 5 μL of supernatant was collected from individual samples and further processed. After cDNA synthesis, cDNA amplification was performed according to the manufacturer’s protocol with 12 PCR cycles. cDNA yield was consecutively analyzed using a High Sensitivity DNA assay on a Bioanalyzer instrument (Agilent). cDNA amount was adjusted to 10 ng for further downstream applications. After fragmentation and adaptor ligation, dual index primers (New England Biolabs, #E7600S) were ligated in a library amplification step using 10 PCR cycles. Libraries were finally cleaned up with 0.8X SPRI beads following a standard bead purification protocol. Library purity and size distribution was assessed with a High Sensitivity DNA assay on a Bioanalyzer instrument (Agilent). We quantified the libraries using the NEBNext Library Quant Kit for Illumina (New England Biolabs, #E7630) based on the mean insert size provided by the Bioanalyzer. A 10 nM sequencing pool (120 μL in Tris-HCl, pH 8.5) was generated for sequencing on the NovaSeq6000 Sequencing platform (Illumina; service provided by CeGaT GmbH, Tübingen, Germany). We performed a paired-end sequencing with 100 bp read length. Data analysis was performed at the Galaxy platform (usegalaxy.eu). All files contained more than 10 M high-quality reads (after mapping to the reference genome; mm10) having at least a phred quality of 30 (>90% of total reads).

### 2.11. Experimental Design and Statistical Analysis

Electrophysiological data were analyzed using pClamp 10.7 (Axon Instruments) and MiniAnalysis (version 6.0, Synaptosoft, Decatur, GA, USA) software. The fraction of action potentials (AP) followed by time-locked excitatory postsynaptic current responses was considered as synaptic response rate. uEPSC (unitary excitatory postsynaptic current) amplitude was assessed in uEPSCs from successfully transmitted action potentials as well as the mean amplitude of all successfully evoked postsynaptic responses. In order to ensure analysis of time-locked unitary responses, events were included if >5% of presynaptic pulses were successfully transmitted for each pulse, respectively. For individual pulses in pulse trains that caused ≤5% successfully transmitted events, response rate was set to ‘0′. sEPSC properties were analyzed using the automated template search tool for event detection. Since sEPSC kinetics might contain information on their synaptic origin (in CA3-PCs, large EPSCs have been identified to originate from hippocampal mossy fibers [29]), we performed a hierarchical analysis of sEPSCs based on their amplitude. All events of a recorded cell were sorted based on their peak amplitude. Events above the 50th percentile therefore correspond to all events above the cells’ median amplitude of events. Amplitude and half width data from sEPSC analysis have been plotted to visualize sEPSC kinetics, and linear fitting was employed to detect changes in parameter interdependencies. sEPSC area was reported as a function of amplitude and half width. Input resistance was calculated for the injection of −100 pA current at a time frame of 200 ms with a maximum distance to the initial hyperpolarization. Resting membrane potential was calculated as the mean baseline value. AP detection was performed using the input–output curve threshold search event detection tool, and the AP frequency was assessed by the number of APs detected during the respective current injection time.

Three-dimensional reconstructions of individual dendritic spines in electron micrograph image stacks were performed using the TrakEM2 tool in the Fiji software environment by 3 individual investigators blind to experimental conditions and hypothesis [30]. From one image stack, subfields were selected (proximal to soma: dentate gyrus (DG), 10–50 μm; CA3, 30–90 μm distance to soma; distal to soma: >100 μm distance to soma in both subfields) and all pre- and postsynaptic compartments of asymmetric synapses that were fully captured on image stacks were manually reconstructed. In order to analyze synaptic complexity, the images with the 3D-reconstructed synaptic compartments were used. The number of postsynaptic compartments and their postsynaptic densities were manually counted for each respective presynaptic compartment by an investigator blinded to experimental conditions.

Transmission electron microscopy images of mossy fiber synapses were saved as TIF-files and analyzed using the ImageSP Viewer software (http://e.informer.com/sys-prog.com, accessed on 1 August 2023, Sysprog, Minsk, Belarus). Ultrastructural features were analyzed by an investigator blind to experimental conditions in randomly selected mossy fiber terminals from electron micrographs of the stratum lucidum in non-lesioned and lesioned wildtype tissue cultures.

RNA sequencing data were uploaded to the Galaxy web platform (public server: usegalaxy.eu; [31,32,33]), and transcriptome analysis was performed using the Galaxy platform in accordance with the reference-based RNA-seq data analysis tutorial [34]. Adapter sequencing, low quality, and short reads were removed via the CUTADAPT tool. Reads were mapped using RNA STAR with the mm10 full reference genome (Mus musculus). The evidence-based annotation of the mouse genome (GRCm38), version M25 (Ensembl 100), served as gene model (GENCODE). For an initial assessment of gene expression, unstranded FEATURECOUNT analysis was performed from RNA STAR output. Only samples that contained >60% unique mapping reads (feature: “exon”) were considered for further analysis. Statistical evaluation was performed using DESeq2 with “pathway integrity” (ECL experiments) or “coIP” (synaptopodin-coIP experiments) as the primary factor that might affect gene expression. Genes with a low number of mean reads were excluded from further analysis. Genes were considered as differentially expressed or enriched if the adjusted *p*-value was <0.05. Data visualization was performed according to a modified version of a previously published workflow [35]. Further functional enrichment analyses were performed using g:Profiler (version e107_eg54_p17_bf42210) with g:SCS multiple testing correction method applying significance threshold of 0.05 [36]. Gene sets with 100–500 terms were considered for illustration. Heatmaps were generated based on z-scores of the normalized count table.

For transcriptome analysis following synaptopodin-coIP, DESeq2 analysis was performed to compare coIP and input samples. Differentially enriched genes in coIP (p_adj_ < 0.05 and log2(FC) > 0) were considered for further analyses. To correct for non-specific antibody binding, DESeq2 output (log2(FC)) from the same experimental procedure in synaptopodin-deficient tissue cultures was subtracted from log2(FC) of differentially enriched genes in wildtype cultures. Only those differentially expressed genes that showed >30% enrichment in FC after Synpo-KO correction were considered as significantly enriched.

Data were statistically analyzed using GraphPad Prism (Version 7.05 or 9.4.1, GraphPad software, Boston, MA, USA). For statistical comparison of two experimental groups, a Mann–Whitney test was employed. For statistical comparison of three experimental groups, a Kruskal–Wallis test was employed. In the graphs demonstrating volumes of the synaptic compartments, the box depicts 25–75 percentile, whiskers depict 10–90 percentile and the line indicates the median. Values outside this range were indicated by individual dots. Otherwise, values represent the mean ± standard error of the mean (s.e.m.). sEPSC amplitude/frequency plots and AP-frequency plots were statistically assessed via the repeated measure (RM) two-way ANOVA test with Sidak’s (two groups) multiple comparisons test. uEPSC amplitude values from individual cells were stacked in subcolumns, and the pulse number defined tabular rows (COLUMN factor: pathway integrity, genetic background; ROW factor: EPSC amplitude bin or current injection). *p*-values < 0.05 were considered statistically significant (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001); results that did not yield significant differences are designated ‘ns’. Statistical differences in XY-plots were indicated in the legend of the figure panels (*) when detected through multiple comparisons, irrespective of their localization and the level of significance.

### 2.12. Data Availability

Source files and detailed statistical analyses are available from the Dryad data repository (https://doi.org/10.5061/dryad.x0k6djhpc). Sequencing data have been deposited in the Gene Expression Omnibus (GEO) repository (accession number: GSE216509). Original data are available from the corresponding authors upon reasonable request.

### 2.13. Digital Illustrations

Confocal image stacks were stored as TIF files. Figures were prepared using the ImageJ software package (https://imagej.nih.gov/ij/; accessed on 1 August 2023) and Photoshop graphics software (Version 24.4.1, Adobe, San Jose, CA, USA). Image brightness and contrast were adjusted.

## 3. Results

### 3.1. Entorhinal Cortex Lesion Leads to Excitatory Synaptic Strengthening in Both dGCs and CA3-PCs

Entorhinal cortex lesion was performed in mature tissue cultures to achieve a partial denervation of both dGCs and CA3-PCs (Figure 1A). Spontaneous excitatory postsynaptic currents (sEPSCs) were recorded from dGCs and CA3-PCs in non-lesioned control and lesioned tissue cultures (3 days post entorhinal cortex lesion, 3dp ECL) to assess denervation-induced effects on excitatory neurotransmission (Figure 1B). As previously described (e.g., [13,15]), partial denervation caused a strengthening of excitatory synapses in dGCs, i.e., a significant increase in both the mean sEPSC amplitude and half width as well as the mean sEPSC area (Figure 1C). Percentile analysis revealed that the lesion-induced increase in sEPSC amplitudes is evident when comparing the 50% biggest events in both groups, while no effect was observed when comparing smaller events (Figure 1D). Notably, a significant upregulation in the mean sEPSC frequency was observed after lesion (Figure 1E) that resulted from an increased abundance of high amplitude sEPSCs, as revealed by the amplitude/frequency plot (Figure 1F).

Next, we examined excitatory neurotransmission in CA3-PCs in non-lesioned and lesioned cultures (3dp ECL; Figure 1G–J). Again, a significant increase in both the mean sEPSC amplitude and area was observed in CA3-PCs from lesioned cultures, indicating a denervation-induced excitatory synaptic strengthening (Figure 1G). Notably, the mean sEPSC half width remained unchanged. In the sEPSC amplitude percentile analysis, excitatory synaptic strengthening seems to be restricted to the high-amplitude events (Figure 1H). Moreover, the mean sEPSC frequency remained unchanged upon ECL (Figure 1I), which resulted from an increase in the abundance of high-amplitude events at the expense of small-amplitude events (Figure 1J, RM two-way ANOVA followed by Sidak’s multiple comparisons test). We therefore conclude that ECL strengthens excitatory neurotransmission in both dGCs and CA3-PCs.

### 3.2. Partial Denervation Does Not Cause Changes in Intrinsic Cellular Properties

Passive and active membrane properties were assessed in both dGCs (Figure 2A,C,E) and CA3-PCs (Figure 2B,D,F) to test for adaptations of intrinsic cellular properties upon lesion. In dGCs no changes in passive membrane properties (Figure 2A), i.e., the resting membrane potential (RMP), and the input resistance as well as the input–output curve dynamics were observed (Figure 2C). Additionally, the action potential frequency of dGCs was similar in lesioned and non-lesioned cultures (Figure 2E). Of note, RMP assessment confirmed the mature state of the recorded dGCs (c.f. [37]).

Concerning CA3-PCs, neither the passive membrane properties (Figure 2D)—including input–output curve dynamics—nor the active properties (Figure 2F) were changed. Based on these results, we conclude that intrinsic cellular properties were stable following denervation in both tested cell types of the hippocampal network.

### 3.3. Entorhinal Cortex Lesion Induces Ultrastructural Changes in Dendritic Spines

To visualize lesion-induced effects on the ultrastructural level in a time-dependent manner, we performed 3D electron microscopy (based on SBF-SEM) in both the dentate gyrus (DG) and the CA3 subfields (Figure 3). Regions of interest were identified in the image stacks from proximal (DG, 10–50 μm; CA3, 30–90 μm distance to soma) and distal apical dendrites (>100 μm distance to soma in both subfields). Three-dimensional reconstruction was performed in randomly selected areas in the region of interest, and all synaptic compartments of asymmetric spine synapses that were fully included in the image stacks were analyzed in non-lesioned control cultures and 2 h (2 hp ECL) as well as 3 days (3 dp ECL) after entorhinal cortex lesion (Figure 3A,F). In the DG, proximal dendrites that received intrahippocampal inputs showed a reduction in postsynaptic volume, while the presynaptic compartment remained unchanged (Figure 3B). Interestingly, the complexity of synaptic organization, which was measured by the number of postsynapses at the very same presynaptic bouton, increased constantly over time (Figure 3C). Distal dendritic synapses showed a decline in both pre- and postsynaptic volumes upon lesion (Figure 3D), while synaptic complexity remained unchanged. In addition, ECL caused alterations in the surface area of postsynaptic densities in the DG (PSDs, Table 1): while the surface area of PSDs remained unchanged at proximal dendrites, it decreased significantly at distal dendrites after ECL.

In the CA3 subfield of proximal synapses, entorhinal cortex lesion caused an increase in presynaptic volumes 3 days post lesion, while the postsynaptic volume remained stable (Figure 3G). In contrast, distal dendritic synapses showed a decrease in postsynaptic volumes, while the presynaptic compartment remained unchanged (Figure 3I). Here, synaptic complexity was unchanged in both proximal and distal dendritic compartments (Figure 3H,J). Moreover, the surface area of PSDs increased significantly at proximal synapses in the CA3 subfield 3 days after lesion (Table 1). At the same time, at the distal synapses there was a significant decrease in PSD surface area.

### 3.4. Entorhinal Cortex Lesion Induces Changes in Synaptic Transmission at Hippocampal Mossy Fiber Synapses

Hippocampal mossy fiber synapses have been linked to learning processes and memory formation [38,39]. They are characterized by their generation of large postsynaptic currents upon activation [29]. Given that our results hint towards a preferential lesion-related plasticity induction in readily strong synapses of CA3-PCs, we next assessed the features of synaptic transmission at hippocampal mossy fiber synapses.

Therefore, we performed paired whole-cell patch-clamp recordings of individual dGCs and CA3-PCs in organotypic tissue cultures (Figure 4A). To test for synaptic connections, five consecutive action potentials at 20 Hz frequency were elicited in dGCs (Figure 4B). Unitary excitatory postsynaptic currents (uEPSCs) were monitored in CA3-PCs in non-lesioned and lesioned tissue cultures. We found that a train of presynaptic action potentials in connected neurons induced a robust facilitation of postsynaptic responses in both postsynaptic response rate and uEPSC amplitude under baseline conditions (Figure 4B–D). Notably, the response rate to the first presynaptic action potential, which is the number of presynaptic action potentials that generate a postsynaptic response, was low in non-lesioned cultures (~3%; Figure 4C). In lesioned cultures, however, a significant increase in the synaptic reliability for the first two pulses was observed. For the last three pulses in one train of stimulation, averaged synaptic response rate levels became similar (Figure 4C). Moreover, the uEPSC amplitude was significantly increased in response to the individual pulses 3 days after ECL (Figure 4D). The dGC-to-CA3-PC paired recordings in the steady-state environment of organotypic tissue cultures therefore provided evidence that synaptic transmission at hippocampal mossy fiber synapses is a target for lesion-induced remodeling of hippocampal networks.

### 3.5. Synaptopodin and the Spine Apparatus Organelle Are Associated with Dendritic Ribosomes and Synapse-Related mRNAs

Hippocampal mossy fiber synapses show a complex organization of their pre- and postsynaptic sites. Among these features, a regular occurrence of the spine apparatus organelle has been reported at the postsynaptic site [5]. Using transmission electron microscopy, a close correlation between ribosomes and the spine apparatus organelle was readily revealed (Figure 5A). Therefore, we quantified the presence of ribosomes in randomly selected dendritic spines that either contain or lack the spine apparatus organelle at proximal apical dendritic segments in transmission electron micrographs of the CA3 subfield (Figure 5B). We found that approx. 50% of dendritic spine cross-sections that lacked a spine apparatus contained ribosomes. When the spine apparatus organelle was present in dendritic spine cross sections, however, approx. 90% contained ribosomes. To strengthen the association between synaptopodin/the spine apparatus organelle and ribosomes, we performed synaptopodin co-immunoprecipitation experiments of hippocampal lysates from adult animals followed by negative contrast electron microscopy (Figure 5C). Here, we found ribosomes organized along filamentous structures. 

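In the synaptopodin co-immunoprecipitation (Synpo-coIP), an anti-synaptopodin antibody on protein A beads pulls synaptopodin and the RNA held in its complexes out of a lysate of pooled entorhino-hippocampal tissue cultures. Cycloheximide in the solution keeps ribosomes on their mRNAs, and an aliquot of the precleared lysate is sequenced as input. The methods give 6 tissue cultures per biological replicate, and the legend of Figure 5 gives 5 to 6. The authors trimmed the paired-end reads of 150 bp, mapped them to mm10 and counted them per gene over GENCODE exons (GRCm38) without regard to strand. The deposited values are these counts for 55291 gene symbols, without normalization, so genes that overlap on opposite strands or have near-identical copies are uncertain. The legend gives n = 5 wildtype and n = 2 synaptopodin-deficient samples per fraction. The wildtype labels list 5 non-lesioned and 5 lesioned (ECL) samples per fraction, and the paper's text does not name which of them the figure shows. Non-lesioned samples were therefore taken for the main comparison, with the lesioned samples and all 10 wildtype samples per fraction as alternatives. Total counts were 20576235 to 26730691 (median 23463121) in the 5 non-lesioned inputs and 12888443 to 23155477 (median 20928329) in their coIP samples. The inputs from libraries labelled Synpo−/− held 42886994 and 47572131 counts, and the coIP samples 44727735 and 53682143. Synpo (ENSMUSG00000043079.17, minus strand of chromosome 18, 60593973 to 60660142, GRCm38), the targeted gene, did not separate the genotypes. Scaled to library size (CPM), it had 28.1 ± 4.51 in the 5 wildtype inputs and 38.1 ± 6.53 in their coIP samples (SD, n = 5 each), against 29.3 and 33.4 in the Synpo−/− inputs and 33.1 and 28.5 in the Synpo−/− coIP samples. Counts per gene do not show which exons are read, so genotypes are given by label only. CoIP was compared with input separately in each genotype by edgeR's quasi-likelihood test on TMM-normalized counts after a filter on low counts, and p-values were adjusted by Benjamini-Hochberg. Genes with an adjusted p under 0.05 and a positive log2 fold change were taken as enriched.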

Since these findings suggested an association between synaptopodin/the spine apparatus organelle and ribosomes, which might contribute to plasticity-related local protein synthesis, we performed a transcriptome analysis of Synpo-coIP enriched mRNA (Figure 5D, Supplementary Table S1). After correction of unspecific antibody pull-downs by using synaptopodin-KO tissue lysates, a considerable number of mRNAs was enriched after Synpo-coIP (violet dots; 1288 mRNAs). 

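In the non-lesioned wildtype samples, 5389 of 18222 genes tested were enriched in the coIP and 4642 were lower than in the input (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 10950 genes, where 911 are expected by chance. Among 20892 genes tested in the libraries labelled Synpo−/−, 3138 were enriched and 3429 lower, with 2 samples per fraction. A Synpo−/− value was available for 5386 of the genes enriched in wildtype, and 2650 of them were also enriched in Synpo−/−. The log2 fold change of Synpo−/− was subtracted from that of wildtype, and genes more than 30% above it were kept, which left 1357 genes. With other limits on the remainder the list held from 3991 genes (any positive one) to 578 (more than 50%), and 537 genes with a mean normalized count over 300. With the lesioned wildtype samples it held 1906 genes, and with all 10 wildtype samples per fraction 1813.
All 10 genes printed in Figure 5D were enriched in wildtype, with log2 fold changes from 0.47 to 1.21 and adjusted p from 1.52e-06 to 0.0181. Adjusted over the list alone the count was also 10, and since the study chose these genes on these samples it is not independent evidence. Shank1 (ENSMUSG00000038738.15, chromosome 7, 44310253 to 44360572) rose from 297 ± 69.2 normalized counts in the input to 687 ± 90.5 in the coIP (SD, n = 5 each; log2 fold change 1.21, SE 0.156, adjusted p 1.48e-05). Synpo itself had 547 ± 93.3 and 757 ± 131 normalized counts (log2 fold change 0.47, SE 0.14, adjusted p 0.0107). In the libraries labelled Synpo−/−, Shank1 alone of the 10 genes was enriched (0.72, SE 0.189, adjusted p 0.0124), and the log2 fold change of Synpo was -0.03 (SE 0.159, adjusted p 0.896). Camk2a (chromosome 18, 60925618 to 60988152; 0.52, SE 0.173, adjusted p 0.0181) did not pass without coIP replicate 4, and the other 9 did. With the gene length trend between libraries removed, 6 of the 10 genes passed, or 9 when samples from one lysate were also paired, a combination chosen after seeing the data. With length and GC trends removed 4 were enriched, and Synpo was lower in the coIP (-0.32, adjusted p 0.0114, against 3.74e-05 to 0.389 over all its alternatives).

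**Figure D1:**
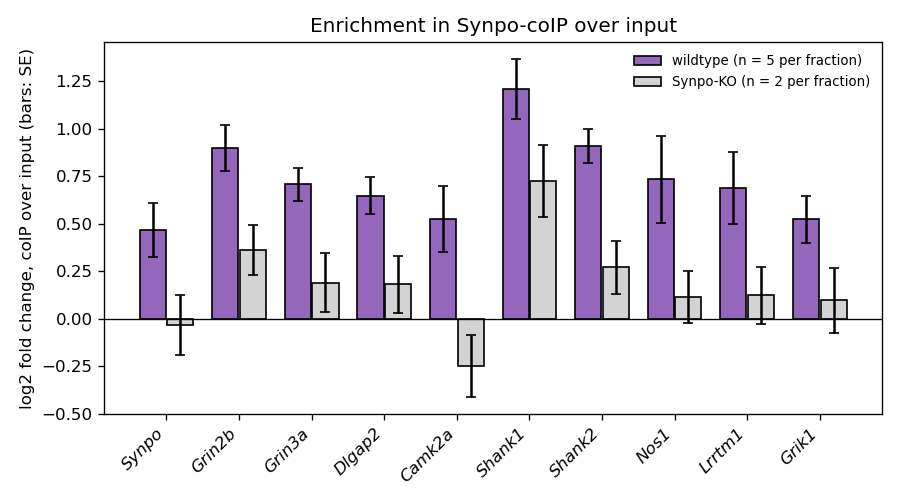
Log2 fold change of coIP over input for the 10 genes of Figure 5D, with standard errors, in non-lesioned wildtype samples (n = 5 per fraction) and in libraries labelled Synpo−/− (n = 2 per fraction). All 10 wildtype values lie above 0, while the Synpo−/− values run from -0.25 to 0.72.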

Subsequently, a gene set enrichment analysis (g:Profiler) was performed to elucidate the functional relevance of synaptopodin-associated mRNAs (Figure 5E). 

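To summarise gene families, 22 lists of genes were compared with all other genes by camera, a set test with a preset correlation of 0.01 between genes. In the non-lesioned wildtype coIP, the 21 glutamate receptor genes tested had a median log2 fold change of 0.59, and all 21 were higher than in the input (camera adjusted p 4.44e-06). Of the 30 postsynaptic scaffold genes, 28 were higher, with a median of 0.60 (camera adjusted p 3.1e-07). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 19 of the glutamate receptor genes and 27 of the scaffold genes were enriched, over all genes tested as well as adjusted over the list alone. These lists hold 3 and 6 genes that Figure 5D prints, so the figure and the lists are not independent. The 27 synaptic vesicle genes had a median of 0.03, with 14 higher (camera adjusted p 0.994); relative to the median of all genes this is -0.02, or -0.21 with length and GC trends removed. Relative to the median of all genes, removing length and GC trends left 0.24 for the glutamate receptor genes and 0.02 for the scaffold genes. Transcripts of other families were lower in the coIP: mitochondrial ribosomal proteins (median -0.99, 0 of 74 higher), complex I subunits (-1.03, 1 of 36) and cytosolic ribosomal proteins (-0.88, 2 of 76). The 13 mitochondrially encoded genes were all higher, with a median of 0.89 (camera adjusted p 3.1e-07). Camera gave 13 lists with an adjusted p under 0.05, of which all 13 also passed fry and 0 passed camera with an estimated correlation.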

Among others, an enrichment in synapse-related gene sets was identified. Therefore, these data hint towards a direct or indirect functional association between synaptopodin/the spine apparatus organelle and ribosomes, which might contribute to lesion-induced synaptic plasticity through local protein synthesis.

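Whether enrichment differed between genotypes was tested directly as the interaction of genotype and fraction. Sex and depth differ with genotype here. All Synpo−/− libraries had more Xist than Y-linked counts, against 1 of 5 wildtype inputs and 2 of 5 wildtype coIP samples. The Synpo−/− libraries held at least 42886994 counts, the wildtype ones at most 26730691. The interaction and the correction above cannot part genotype from these. None of 20621 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, smallest adjusted p 0.362). An unadjusted p under 0.05 was found for 1511 genes, where 1031 are expected by chance, and for 355 of the 1357 genes left after the correction. Those 1357 genes were kept for a difference between genotypes in these same samples, which raises their share. Of the 10 genes of Figure 5D, which the study also chose on these samples, 0 passed and 5 had an unadjusted p under 0.05. Adjusted over the list alone, 1 of them passed. The count depends on the test: DESeq2 gave 64 genes, 38 of them more enriched in wildtype, and pairing samples from one lysate gave 61, 24 of them more enriched in wildtype. For the postsynaptic scaffold genes, the median difference between genotypes was 0.19 with 22 of 30 higher in wildtype (camera adjusted p 0.00367), and the adjusted p was 0.294 with the length trend removed. Proteasome subunits showed the opposite difference (median -0.49, camera adjusted p 1.29e-17). No list passed fry or an estimated correlation here, and the adjusted p of the scaffold genes under fry was 0.459. From the ribosomes seen beside the spine apparatus and in the precipitate, and from the synapse-related sets among the corrected mRNAs, the paper proposes a direct or indirect association of synaptopodin and the spine apparatus organelle with ribosomes. It further proposes that local protein synthesis at these sites adds to plasticity after the lesion.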

### 3.6. Ultrastructural Reorganization of the Spine Apparatus Organelle

Previous studies have demonstrated that the ultrastructural organization of the spine apparatus organelle might represent a target for plasticity [8,19]. To study lesion-induced effects on the ultrastructural organization of the spine apparatus organelle, we performed transmission electron microscopy of mossy fiber synapses in non-lesioned and lesioned (3 dp ECL) entorhino-hippocampal tissue cultures (Figure 5F; c.f., [8]). No differences in the structural organization of pre- and postsynaptic sites could be detected between the groups (presynapse: mossy fiber perimeter: 11.61 ± 0.4 μm (control; n = 120) vs. 10.88 ± 0.35 μm (3 dp ECL; n = 90); postsynapse: number of PSDs: 4.91 ± 0.33 (control; n = 120) vs. 4.6 ± 0.27 (3 dp ECL; n = 90), length of PSDs: 201 nm ± 4.35 (control; n = 589) vs. 201.7 ± 5.42 nm (3 dp ECL; n = 414); values indicate mean ± sem, Mann–Whitney test). Nevertheless, a substantial reorganization of the spine apparatus organelle was evident in lesioned cultures 3 days after injury compared to non-lesioned controls (Figure 5G,H). We found an increased number of dense plates in spine apparatus organelles from lesioned cultures (Figure 5G). At the same time the length of individual dense plates was significantly reduced in lesioned cultures (Figure 5H). Therefore, we conclude that the spine apparatus organelle represents a target for lesion-induced changes at hippocampal mossy fiber synapses.

### 3.7. Synaptopodin-Deficient Tissue Cultures Show Deficits in Lesion-Induced Synaptic Plasticity upon Partial Denervation

Based on our ultrastructural analysis, we hypothesized that the spine apparatus organelle might contribute to lesion-induced synaptic plasticity at hippocampal mossy fiber synapses. To gain further insights concerning the role of the spine apparatus organelle, we performed experiments in synaptopodin-deficient tissue preparations, which lack the spine apparatus organelle (Figure 6 [20]).

Synaptopodin-deficient dGCs showed a significant increase in both the mean sEPSC amplitude and area as well as the mean sEPSC half width 3 days following ECL (Figure 6A). In contrast, no changes in the mean sEPSC frequency, which have been observed in wildtype (Synpo^+/+^) cultures, were detected (Figure 6B). Moreover, passive membrane properties remained stable upon lesion in synaptopodin-deficient tissue preparations (Figure 6C).

In CA3-PCs, no significant changes in the sEPSC event analysis (Figure 6D) or the mean sEPSC frequency (Figure 6E) were observed upon lesion. Again, passive membrane properties remained unchanged (Figure 6F). Thus, our findings highlight altered lesion-induced synaptic adaptations for both dGCs and CA3-PCs in synaptopodin-deficient tissue cultures.

We extended these findings with dGC-to-CA3-PC paired whole-cell patch-clamp recordings in synaptopodin-deficient preparations (Figure 6G). In contrast to wildtype cultures, no significant differences in the synaptic reliability could be detected 3 days after ECL (Figure 6H). We found a significant reduction in the pulse-related uEPSC amplitude of successfully transmitted events in lesioned synaptopodin-deficient preparations (Figure 6I). Notably, excitatory neurotransmission seemed facilitated under baseline conditions as compared to wildtype cultures as indicated by significant changes in sEPSC half width, area and amplitude/frequency plots (Figure 7A,B). Moreover, changes in uEPSCs at mossy fiber synapses were evident in paired recordings (Figure 7C,D). Hence, synaptopodin-deficient mossy fiber synapses responded with a synaptic depression rather than strengthening after the lesion. Taken together, these findings demonstrate the functional relevance for the presence of synaptopodin in regulating lesion-induced plasticity at hippocampal mossy fiber synapses.

### 3.8. Entorhinal Cortex Lesion Causes Synaptopodin-Dependent Changes in the Region-Specific Hippocampal Transcriptome

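For the regional transcriptomes, one DG or CA3 area was dissected from a single tissue culture with a scalpel, so each library stands for one culture. Cultures had matured for at least 18 days in vitro, and lesioned cultures were collected 3 days after ECL. Libraries were sequenced as paired-end reads of 100 bp, and the authors deposited unnormalized counts per gene, made in the way described for the Synpo-coIP libraries. The labels give 2 control and 3 lesioned libraries for Synpo+/+ CA3, 4 and 7 for Synpo+/+ DG, 6 and 6 for Synpo−/− CA3, and 7 and 4 for Synpo−/− DG. Total counts were 14208728 and 16843281 in Synpo+/+ CA3 controls and 20712170 to 34071797 (median 28527195) after ECL. In Synpo+/+ DG they were 14147174 to 25190705 (median 19433331) in controls and 14055930 to 46043990 (median 25060217) after ECL. Synpo−/− CA3 libraries held 15485910 to 27138441 (median 23219623) and 21657030 to 26810419 (median 22822856.5) counts, and Synpo−/− DG libraries 15967190 to 26931489 (median 20972427) and 19044938 to 31740658 (median 29981620), for controls and ECL.
Synpo, the targeted gene, was not lower in the libraries labelled Synpo−/−. In CA3 it had 24.5 ± 0.0785 CPM (SD, n = 2) in Synpo+/+ controls and 38.2 ± 5.54 (n = 6) in Synpo−/− controls. The corresponding values in DG were 21.6 ± 2.25 (n = 4) and 50.5 ± 8.96 (n = 7), a log2 difference of 1.17 (SE 0.126, adjusted p 0.000517 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After ECL, Synpo+/+ libraries had 33.0 ± 0.999 (n = 3) in CA3 and 28.4 ± 5.83 (n = 7) in DG, and Synpo−/− libraries 38.3 ± 3.44 (n = 6) and 36.5 ± 3.52 (n = 4). Unstranded counts per gene cannot tell which part of the locus is read, so every direction by genotype rests on the labels. Lesioned cultures were compared with controls within each region and genotype, and genes were called at an adjusted p under 0.05 and a mean normalized count over 300, the limit given in the paper's tables. The same cultures can be of either sex, which the labels do not give.

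**Figure D2:**
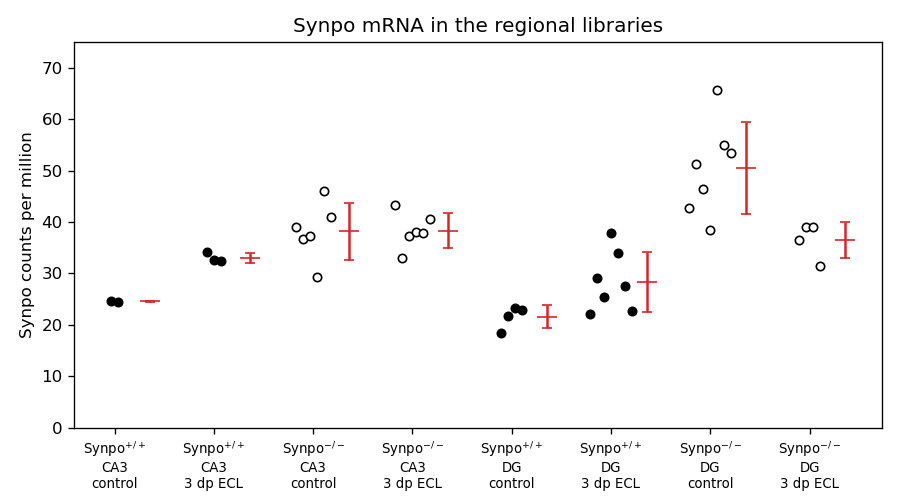
Synpo CPM in each regional library by region, lesion and genotype (filled points, Synpo+/+; open points, libraries labelled Synpo−/−), with group means and SD in red. The means of the Synpo−/− groups, from 36.5 to 50.5, lie above those of the Synpo+/+ groups, from 21.6 to 33.0.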

To further explore synaptopodin-dependent changes in hippocampal subfields upon lesion, we performed transcriptome analyses of both the DG and the CA3 region in non-lesion and lesioned wildtype (Synpo^+/+^) and synaptopodin-deficient (Synpo^−/−^) cultures (Figure 8). 

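In CA3 of Synpo+/+ cultures, 306 of 22340 genes tested were called at 3 dp ECL, 294 higher and 12 lower than in controls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 5348 genes, where 1117 are expected by chance. Over the alternatives the number called moved from 1522 genes without the filter on low counts to 1 gene when all 4 CA3 groups were fitted together. Without lesioned replicates 1, 2 or 3, which leaves 2 libraries against 2, it was 0 (5352 at an unadjusted p under 0.05), 2 and 136. Genes of Figure 8A were called in this region, all 3 of them. Pfn1 (ENSMUSG00000018293.4, chromosome 11, 70651850 to 70654644) rose from 989 ± 155 (SD, n = 2) to 3721 ± 711 (n = 3) normalized counts (log2 fold change 1.91, SE 0.183, adjusted p 0.0137). Apoe (1.56, SE 0.159) and Bsg (1.24, SE 0.127) had the same adjusted p of 0.0137, and of these 3 genes 0 were called without lesioned replicate 1 (adjusted p 0.0596 each, with a log2 fold change of 1.91 for Pfn1) and 1 without replicate 2. Xist counts exceeded Y-linked counts in both control libraries and in 1 of the 3 lesioned libraries, so the sexes of the cultures differ between these groups.
In DG of Synpo+/+ cultures, 1399 of 23720 genes tested were called, 1279 higher and 120 lower, and 7823 genes had an unadjusted p under 0.05 against 1186 expected. The calls numbered 546, 577 and 570 without control replicates 2, 3 and 4, and 716 without lesioned replicate 4. They numbered 1605 without lesioned replicate 5, a library labelled DG whose Prox1 level (14.7 CPM) is that of the CA3 libraries. C1qc (ENSMUSG00000036896.5, chromosome 4, 136889804 to 136893065) rose from 1599 ± 157 (n = 4) to 4366 ± 429 (n = 7) normalized counts (log2 fold change 1.45, SE 0.113, adjusted p 1.01e-05). Fcrls (1.58, SE 0.119, adjusted p 1.01e-05) and Aif1 (1.51, SE 0.128, adjusted p 2.15e-05), which Figure 8A also prints for this group, were called as well. All 4 control libraries had more Xist than Y-linked counts, and the lesioned libraries held both kinds.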

The expression analysis revealed a considerable number of genes that are differentially expressed in both hippocampal regions from wildtype animals (Figure 8A,B). In contrast, synaptopodin-deficient tissue culture preparations showed deficits in the lesion-induced adjustment of gene expression in the CA3 region (Figure 8A). Moreover, wildtype and synaptopodin-deficient tissue preparations showed a genotype dependent gene expression adjustment upon lesion in both regions, although a common set of regulated genes was identified (Figure 8B; for detailed tabular results see Supplementary Tables S2–S5). 

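In CA3 of libraries labelled Synpo−/−, 9 of 20772 genes tested were called (5 higher and 4 lower at 3 dp ECL, 6 libraries per group), and 1510 genes had an unadjusted p under 0.05 against 1039 expected (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternatives gave from 3 genes (without control replicate 2, and 4 or 5 without lesioned replicates 2, 3 or 4) to 44 (without the filter on low counts). The 3 genes that Figure 8A prints for this group were called. Egr1 (ENSMUSG00000038418.7, chromosome 18, 34859823 to 34864984) rose from 305 ± 106 to 1095 ± 383 normalized counts (SD, n = 6 each; log2 fold change 1.84, SE 0.234, adjusted p 0.00814). Ptgs2 rose (0.85, SE 0.133, adjusted p 0.0219), and its adjusted p was 0.0514 without lesioned replicate 2. Mbp fell (log2 fold change -0.70, SE 0.099, adjusted p 0.0108), and its adjusted p was 0.0859 with all 4 CA3 groups in one fit. In Synpo+/+ CA3 these genes had log2 fold changes of 0.82 (Egr1, adjusted p 0.0854), 0.35 (Ptgs2, adjusted p 0.131) and -0.01 (Mbp, adjusted p 0.992). Adjusted over these 3 genes alone, 2 passed there, both higher. With DESeq2, Egr1 was called in CA3 of both genotypes. The set test gave 6 lists with a camera adjusted p under 0.05. Immediate early genes were higher (median log2 fold change 0.88, 12 of 13 genes, camera adjusted p 1.49e-18, fry 0.00546) and oligodendrocyte markers lower (median -0.69, 0 of 14 higher, camera adjusted p 4.44e-20, fry 0.0118). The other 4 lists, cytosolic ribosomal proteins (median 0.17), complex I subunits (0.16), mitochondrial ribosomal proteins (0.08) and mitochondrially encoded genes (0.17), passed camera but not fry, and no list passed an estimated correlation.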

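In DG of libraries labelled Synpo−/− (7 control and 4 lesioned), 1153 of 23310 genes tested were called, 644 higher and 509 lower, with 5034 at an unadjusted p under 0.05 against 1166 expected (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the limit on the mean normalized count 1989 genes were called, and without lesioned replicates 1, 3 and 4 it was 642, 644 and 721. Egr1 rose from 419 ± 92.5 (SD, n = 7) to 2335 ± 480 (n = 4) normalized counts (log2 fold change 2.48, SE 0.151, adjusted p 1.05e-07). Vim (1.18, SE 0.085) and Abca1 (1.23, SE 0.0885), printed beside it in Figure 8A, were called too, and all 3 genes were also called in Synpo+/+ DG, where the log2 fold change of Egr1 was 1.79. Likewise, the 3 genes printed for Synpo+/+ DG were called in Synpo−/− DG.
Genes called in both genotypes were counted over the genes that could be called in both. In DG there were 537 of 8427, where 183 are expected by chance (odds ratio 7.08, two-sided Fisher's exact p 8.63e-163), and all 537 changed in the same direction. In CA3 there were 2 of 7988, where 0.331 are expected (odds ratio 7.52, two-sided Fisher's exact p 0.041). These are A2m and Ccl12, named after their values were seen. In CA3 the p-value was 0.195 with DESeq2 (7 shared, 4.39 expected), 0.126 with the length trend removed and 0.0157 with voom, from 0.00332 to 0.195 over all its alternatives. Genes are not independent replicates, so all these p-values describe these libraries. Of all genes called in Synpo+/+, 97.8% had the same sign in Synpo−/− in DG and 54.4% in CA3. Across genes, the log2 fold changes of the genotypes correlated with r = 0.728 in DG and r = 0.027 in CA3. Without the limit on the mean normalized count, r was 0.427 in DG and -0.0921 in CA3, and the same-sign share 90.1% and 56.2%. Over all alternatives r ran from 0.427 to 0.82 in DG and from -0.0921 to 0.198 in CA3, and the share from 90.1% to 98.6% and from 37.4% to 56.7%.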

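A difference in the lesion effect between genotypes was tested as the interaction of genotype and lesion. In CA3, 0 of 26821 genes passed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, smallest adjusted p 0.0829), while 4589 genes had an unadjusted p under 0.05 against 1341 expected by chance. DESeq2 gave 171 genes, 167 of them with a smaller or more negative log2 fold change in Synpo−/−, and the fit without a filter on low counts gave 104. In DG, 0 of 26245 genes passed with 2730 at an unadjusted p under 0.05 against 1312 expected, and 1 gene passed without the limit on the mean normalized count (adjusted p 0.0267). Among the gene lists, tested on this interaction after seeing the data, 14 passed camera in CA3, 13 of them with a lower log2 fold change in Synpo−/−. These include endosomal sorting genes (median difference -0.30, camera adjusted p 1.09e-07) and microglia markers (-0.75, camera adjusted p 1.57e-06). Both lists were higher after ECL in Synpo+/+ CA3, and neither passed camera in Synpo−/− CA3. Oligodendrocyte markers (-0.63, camera adjusted p 7.39e-05) fell in Synpo−/− CA3 and did not pass camera in Synpo+/+ CA3. Mitochondrially encoded genes differed upwards (0.38, camera adjusted p 0.033). In DG 16 passed, 15 of them with a lower log2 fold change in Synpo−/−. Mitochondrial ribosomal proteins rose less there (-0.29, camera adjusted p 7.73e-10), while glutamate receptor genes fell more (-0.17, camera adjusted p 0.0376). Immediate early genes rose more (0.61, camera adjusted p 0.00236). These DG differences include lesioned replicate 5 of Synpo+/+, which has the marker profile of CA3. The lists were not tested on this interaction without that library. All list values given for the interaction keep the length trend. Its removal moved the median difference of all genes tested by 0.172 in CA3 and 0.153 in DG. No list passed fry, with adjusted p of at least 0.134 in CA3 and 0.228 in DG, and none passed an estimated correlation. Between control cultures, 1 gene of 24203 was called by genotype in CA3 (3959 at an unadjusted p under 0.05) and 3 genes of 24143 in DG (3746). Without Synpo−/− control replicates 4, 5 and 6 the CA3 count was 29, 3 and 95, and without replicate 4 the DG count was 98. They are 1500015A07Rik in both regions, and Synpo and Gm42047 in DG. The paper reasons here from the numbers of genes past its threshold in each genotype and from their overlap, which Figure 8A,B shows.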

We therefore conclude that lesion-induced transcriptomic changes might depend on synaptopodin.

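Families of genes were compared with all other genes in Synpo+/+ CA3 (2 control and 3 lesioned libraries). Among 38 proteasome subunits, 37 were higher at 3 dp ECL, with a median log2 fold change of 0.30 (camera adjusted p 1.14e-05). Ubiquitin-conjugating enzymes (Ube2 genes) had a median of 0.26 with 29 of 35 higher (camera adjusted p 0.000315). Rab GTPases, which bind GTP, had a median of 0.24 with 46 of 59 higher (camera adjusted p 1.76e-05). Single genes rarely passed: 1 proteasome subunit, 0 Ube2 genes and 4 Rab genes over all genes tested, and 3, 6 and 11, adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Synpo−/− CA3 the corresponding counts, adjusted over the list alone, were 0, 0 and 0. Camera gave 15 lists with an adjusted p under 0.05, 14 higher and 1 lower. None of these 15 passed fry (proteasome subunits, 0.207), and no list passed an estimated correlation. Fry gave CA3 pyramidal cell markers (median 0.24, 8 of 9 higher, fry adjusted p 0.0265, camera 0.0547). Removing the length trend moved the median of all genes tested by -0.13, and 12 of the 15 lists passed camera in that fit.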

Unbiased gene set enrichment analysis for differentially expressed genes (gene ontology–molecular function; GO:MF) from wildtype CA3 samples revealed that ECL caused changes in gene expression related to ubiquitin- and GTP-related signaling (Figure 8C). Additionally, significant enrichments in vesicle-, glia- and synapse-related gene sets were evident (gene ontology–cellular compartment; GO:CC). 

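Vesicle-related families were higher in lesioned Synpo+/+ CA3. Endosomal sorting genes had a median log2 fold change of 0.27 with 63 of 74 higher (camera adjusted p 2.88e-06), V-ATPase subunits 0.30 with 16 of 19 (camera adjusted p 0.00514) and synaptic vesicle genes 0.24 with 22 of 27 (camera adjusted p 0.00104). With length and GC trends removed the median of the synaptic vesicle genes was -0.02, which is 0.11 above the median of all genes in that fit. Of the glial lists, microglia markers were higher in 18 of 18 genes (median 0.51, camera adjusted p 1.3e-05) and astrocyte markers in 11 of 15 (median 0.26, camera adjusted p 0.0267), while oligodendrocyte markers had a median of -0.03 (camera adjusted p 0.909), or 0.03 with DESeq2. Among the synaptic lists, postsynaptic scaffold genes were higher (median 0.16, 21 of 30, camera adjusted p 0.0267), and glutamate receptor genes had a median of -0.02 with 11 of 22 higher (camera adjusted p 0.989). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 microglia markers and 7 synaptic vesicle genes were higher when adjusted over the list alone, against 3 and 3 over all genes tested. Other lists that passed camera were Arp2/3 subunits (median 0.45, 6 of 6 higher), mitochondrial ribosomal proteins (0.26, 61 of 74), immediate early genes (0.44, 11 of 13), complex I subunits (0.18, 25 of 36), cytosolic ribosomal proteins (0.06, 44 of 77) and mitochondrially encoded genes (-0.19, 0 of 12). Relative to the median of all genes, the fit with length and GC trends removed gave 0.09 for complex I subunits, -0.05 for cytosolic ribosomal proteins and 0.18 for mitochondrially encoded genes.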

In order to learn more about lesion-induced differential expression of synaptic gene sets in the CA3 region (“synapse”; GOCC: 0045202), differentially expressed gene lists were filtered according to the content of the respective gene ontology (Figure 8D). Here, 153 differentially expressed synaptic genes were identified.

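All 10 genes printed in Figure 8D were called in Synpo+/+ CA3, with log2 fold changes from 0.92 to 1.91 and adjusted p from 0.0137 to 0.027 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The study chose these genes on these samples, so the count of 10 adjusted over the list alone is not independent evidence. None of the 10 was called when all 4 CA3 groups were fitted together or without lesioned replicate 1, and 1 was called without lesioned replicate 2. Vti1b (0.96, SE 0.146, adjusted p 0.027) was not called with the length trend removed. In Synpo−/− CA3, 0 of the 10 genes were called, 7 had the same sign, and the log2 fold changes ran from -0.40 to 0.90. That of Pfn1 was 0.77 (SE 0.304, adjusted p 0.597). The genes of Figure 8D were chosen by their change in Synpo+/+ CA3, so the choice favours a smaller effect in Synpo−/−. Tested as an interaction of genotype and lesion, 0 of the 10 genes passed over all genes and 7 had an unadjusted p under 0.05. Adjusted over the list alone, 6 passed, all with the smaller effect in Synpo−/−. The largest such difference was that of Fxyd6 (ENSMUSG00000066705.7, chromosome 9, 45370185 to 45396159), with a log2 fold change of 1.49 (SE 0.185) in Synpo+/+ and -0.10 (SE 0.148) in Synpo−/−, and an interaction of -1.62 (SE 0.304, adjusted p 0.102).

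**Figure D3:**
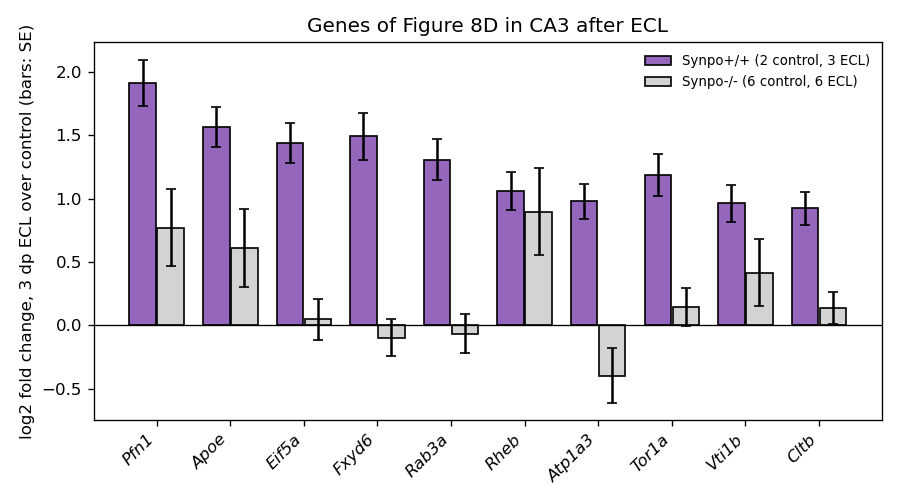
Log2 fold change of 3 dp ECL over control in CA3 for the 10 genes of Figure 8D, with standard errors, in Synpo+/+ (2 control and 3 lesioned libraries) and in libraries labelled Synpo−/− (6 and 6). The Synpo+/+ values lie between 0.92 and 1.91 and the Synpo−/− values between -0.40 and 0.90.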

The same analyses were performed for wildtype DG samples (Figure 8E,F). In addition to changes in ubiquitin- and GTP-related signaling genes, enrichments were seen for actin and transcription factor binding related genes (gene ontology–molecular function; GO:MF, Figure 8E). Moreover, endosome and mitochondria related gene sets were enriched (gene ontology–cellular compartment; GO:CC). 

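In Synpo+/+ DG (4 control and 7 lesioned libraries), 37 of 37 proteasome subunits were higher at 3 dp ECL, with a median log2 fold change of 0.45 (camera adjusted p 1.91e-11). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 of them were called over all genes tested and 31 passed when adjusted over the list alone. Ubiquitin-conjugating enzymes had a median of 0.24 with 29 of 34 higher (camera adjusted p 0.000189), and Rab GTPases 0.20 with 51 of 60 higher (camera adjusted p 2.78e-05). All 6 subunits of the actin-nucleating Arp2/3 complex were higher (median 0.62, camera adjusted p 0.00106). For transcription factors, Zfp genes had a median of 0.02 with 209 of 378 higher (camera adjusted p 0.452), or 0.03 relative to the median of all genes with the length trend removed, and -0.01 without lesioned replicate 5. Immediate early genes, most of which encode transcription factors, had a median of 1.25 with 12 of 13 higher (camera adjusted p 1.34e-06). Of 13 lists that passed camera, all of them higher, 9 also passed fry and 0 passed an estimated correlation. The 9 include every list named here apart from the Zfp genes.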

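Endosomal sorting genes had a median log2 fold change of 0.24 in Synpo+/+ DG, with 63 of 75 higher at 3 dp ECL (camera adjusted p 3.08e-06, fry 0.0372). Mitochondrial ribosomal proteins had a median of 0.36 with 72 of 74 higher (camera adjusted p 9.59e-12, fry 0.0372). Of these, 18 were called over all genes tested and 42 adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Complex I subunits of the respiratory chain were higher in 36 of 36 genes (median 0.26, camera adjusted p 7.62e-06), although fry gave an adjusted p of 0.0808, or 0.0375 without lesioned replicate 5. The 12 genes encoded by the mitochondrial genome had a median of -0.18 with 2 higher (camera adjusted p 0.198), or 0.27 relative to the median of all genes with length and GC trends removed. V-ATPase subunits, which acidify endosomes, had a median of 0.37 with 17 of 20 higher (camera adjusted p 0.00999, fry 0.0817), and 0.25 without lesioned replicate 5. Cytosolic ribosomal proteins had a median of 0.11 (62 of 78 higher, camera adjusted p 0.00388, fry 0.157). This was 0.06 without lesioned replicate 5, and -0.05 relative to the median of all genes with length and GC trends removed.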

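Figure 8F prints 20 genes for Synpo+/+ DG. Of these, 18 were called, all but Epb41 and Pcdh15, and the log2 fold changes of the 20 genes ran from -0.70 to 1.48 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, all 20 passed, which is not independent evidence because the study chose the genes on these samples. The number called was 20 with DESeq2, 12 without the filter on low counts and 12 with length and GC trends removed. Leaving out single libraries gave from 10 (without control replicate 3) to 20 (without lesioned replicate 5). C1qa (ENSMUSG00000036887.5, chromosome 4, 136895917 to 136898803) had a log2 fold change of 1.48 (SE 0.142, adjusted p 2.92e-05), Add3 of 1.17 (SE 0.112, adjusted p 2.92e-05) and Kcna4 of -0.34 (SE 0.103, adjusted p 0.0452). Epb41 fell by 0.70 (SE 0.238, adjusted p 0.0634) and Pcdh15 by 0.53 (SE 0.17, adjusted p 0.0519) on the log2 scale. In libraries labelled Synpo−/−, all 20 genes changed in the same direction (-0.99 to 1.32), 18 were called over all genes and 19 adjusted over the list alone. The interaction of genotype and lesion called 0 of the 20 genes, with 2 at an unadjusted p under 0.05 (Cryab and Hapln1) and 0 adjusted over the list alone.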

Again, 160 differentially expressed synaptic genes were identified in DG samples upon lesion (Figure 8F).

We conclude that the entorhinal cortex lesion caused regional transcriptome changes that might contribute to the implementation of lesion-induced synaptic plasticity.

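Lists of cell type markers describe the tissue behind these regional changes. Microglia markers rose by a median log2 fold change of 1.08 in Synpo+/+ DG (18 of 18 higher, 17 called, camera adjusted p 5.46e-20, fry 5.11e-06), astrocyte markers by 0.73 (14 of 15, camera adjusted p 3.67e-08) and oligodendrocyte markers by 0.49 (14 of 14, camera adjusted p 0.000282). The lists hold 5, 2 and 3 genes that Figure 8 prints. Neuronal lists had no camera adjusted p under 0.05 in DG: dentate granule cell markers (median -0.29, 1 of 9 higher), CA3 pyramidal cell markers (0.21, 9 of 9), CA1 and subicular markers (-0.43, 1 of 7), glutamate receptor genes (-0.01, 10 of 22), postsynaptic scaffold genes (0.10, 21 of 30) and synaptic vesicle genes (0.18, 20 of 27). These medians depend on lesioned replicate 5, which has the marker profile of CA3. In a fit without it, chosen after seeing the data, the medians were 0.06 for granule cell markers (6 of 9 higher), 0.01 for CA3 pyramidal cell markers (5 of 9), -0.25 for CA1 and subicular markers, 0.01 for scaffold genes, 0.03 for synaptic vesicle genes and 0.27 for oligodendrocyte markers (camera adjusted p 0.000999, fry 0.0601). In Synpo+/+ CA3, granule cell markers had a median of -0.15 (2 of 8 higher) and CA1 and subicular markers of -0.24 (3 of 7), neither with a camera adjusted p under 0.05. The difference between the regions in the lesion effect was not tested. In Synpo−/− DG, 9 lists passed camera and 4 of these passed fry: microglia (median 0.73, fry 0.00724) and astrocyte markers (0.63, fry 9.29e-05), immediate early genes (2.00, fry 1.41e-05) and, with a lower level, glutamate receptor genes (-0.16, fry 0.0369). Immediate early genes alone passed an estimated correlation (adjusted p 0.0279). From the differentially expressed genes and the sets found in CA3 and DG, the paper concludes that ECL changed the transcriptome by region, and it proposes that these changes take part in lesion-induced synaptic plasticity.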

## 4. Discussion

Denervation is a common phenomenon in numerous medical conditions affecting the central nervous system, which can trigger lesion-induced reorganization in neural networks [15,40,41,42,43,44]. In line with previous findings that employed proximity proteomics of synaptopodin [45], we identified an association between synaptopodin and ribosomes. Using synaptopodin co-immunoprecipitation experiments, we report a synaptopodin-related transcriptome, which might contribute to lesion-induced plasticity. Together with findings that indicate interactions between synaptopodin, ribosomal subunits and ER-related proteins [45], we suggest a role for synaptopodin as local regulator of synaptic plasticity at hippocampal mossy fiber synapses.

To study lesion-induced changes in synaptic transmission, we used the in vitro model of ECL in organotypic entorhino-hippocampal tissue cultures. After in vitro maturation, tissue organization reaches a steady-state that is characterized by an in vivo-like ultrastructural synaptic architecture [46,47]. In this context, recent work has demonstrated that organotypic hippocampal tissue cultures have intact mossy fiber pathways and synapses [6]. Moreover, the excitatory cortical input—the perforant path—terminates at distal apical dendrites of dGCs and pyramidal neurons of the ammonic subregions [48,49,50,51]. However, projections from other cortical and subcortical regions and other environmental factors are missing in in vitro systems that might influence synaptic transmission and plasticity in the hippocampus [52,53].

Our results demonstrate lesion-induced excitatory synaptic strengthening in both dGCs and CA3-PCs, which is accompanied by changes in the region-specific transcriptome. Moreover, here we used paired whole-cell patch-clamp recordings to assess synaptic transmission at individual hippocampal mossy fiber synapses—the monosynaptic excitatory contacts between dGCs and CA3-PCs—in a steady-state environment. In this experimental approach, we identified denervation-induced adaptations at hippocampal mossy fiber synapses. In addition, ultrastructural changes in the volume of synapses as well as in the spine apparatus organelle, which is well established in the regulation of synaptic plasticity [8,19], were observed after ECL. Since adaptations on both synaptic and transcriptomic levels were altered in synaptopodin-deficient tissue cultures, we assert a crucial regulatory role for synaptopodin and the spine apparatus organelle in orchestrating lesion-induced plasticity.

Lesion-induced excitatory synaptic strengthening might aim at compensating for the loss of input. The compensatory adjustment of excitatory synaptic strength, which aims at re-achieving distinct physiological setpoints in neural networks, has been summarized as homeostatic synaptic plasticity [54]. In this study, we did not observe changes in dGC firing rates upon lesion that might be restored by synaptic adaptations in a homeostatic fashion. However, the stability and adjustment of excitatory neurotransmission after lesion suggest the recruitment of homeostatic mechanisms. Since our 3D reconstruction of synapses revealed the rapid implementation of changes in synapse structure and complexity, it is intriguing to theorize that compensatory plasticity at remaining intra-hippocampal pathways might operate on different time scales to rapidly stabilize neuronal function upon denervation.

The dentate gyrus/CA3 neural network is an integral component of the trisynaptic hippocampal pathway. The hippocampal mossy fiber pathway forms large en passant synapses and connects one individual dGC to a limited number of CA3-PCs [55]. Both regions receive cortical input—the perforant path—from entorhinal layer II stellate cells that can induce, promote and modulate information processing in hippocampal subregions. This pathway is known to be implicated in various diseases; among them traumatic, inflammatory and neurodegenerative conditions like Alzheimer’s disease (AD; [56,57]). Additionally, the hippocampal mossy fiber synapse has been linked to memory acquisition and retrieval [58,59]. Specifically, activity-dependent structural and functional changes in synaptic features can encode input patterns for a prolonged period of time [11,39]. Again, alterations in hippocampal mossy fiber transmission have been reported in animal models of Alzheimer’s disease (AD) and aging-related cognitive decline [60,61]. Nevertheless, it remains unclear if the lesion-induced synaptic response deteriorates cognitive performance by affecting information processing in neural networks.

Recently, characteristic features of transmission and stabilizing factors at hippocampal mossy fiber synapses have been revealed [62,63,64,65]. Upon presynaptic activity, a detonating behavior can be observed, in which a limited number of—but not single—action potentials can elicit a suprathreshold postsynaptic depolarization [66]. Although this phenomenon has been extensively described in mossy fiber bouton-CA3-PC paired recordings [67], we were not able to reveal detonating characteristics in dGC-CA3-PC pairs. Here, differences in the experimental model and methodology can account for the divergent observation of detonator characteristics. In line with previous reports, however, a filtering of single action potentials with a subsequent robust facilitation of synaptic transmission at this synapse was evident [68,69]. Our results demonstrate that the partial loss of input following lesion can influence both synaptic reliability and potency, which has been observed for other plasticity-inducing stimuli at this synapse [69]. We suggest that lesion-induced modulation of filtering/facilitation properties might interact with network phenomena, such as pattern separation and completion along the dentate gyrus/CA3-axis [70,71,72]. Moreover, the presence of synaptopodin may interfere with this network process under baseline and plasticity-inducing conditions accounting for the previously reported cognitive deficits in synaptopodin-deficient mice [20] and the synaptopodin-related cognitive decline during human aging [10].

Of note, it is an established view that mossy fiber synaptic plasticity is predominantly mediated by presynaptic processes [39,73,74]. Nevertheless, recent work has suggested that the postsynaptic site shapes the transmission and plasticity through transsynaptic mechanisms [63]. In this study, we report that the spine apparatus organelle regulates denervation-induced synaptic plasticity at this synapse. The spine apparatus organelle, which is lacking in synaptopodin-deficient tissue [20], was previously linked to learning deficits in adult mice and alterations in synaptic plasticity in various research models [75]. Of note, synaptopodin protein expression and spine apparatus formation start postnatally [76]. Therefore, synaptopodin-mediated plasticity regulation in mature systems seems to have a substantial contribution to the observed phenotypes. Since its discovery, however, the function of the spine apparatus organelle and the mechanisms through which it orchestrates synaptic plasticity have remained enigmatic. By using electron microscopy and co-immunoprecipitation experiments, we demonstrated here that synaptopodin and the spine apparatus organelle are related to ribosomes. However, it remains unclear if these are direct or indirect interactions, and co-immunoprecipitation might target mRNA transport/storage granules. Given the lesion-induced ultrastructural remodeling of the spine apparatus organelle, it is interesting to speculate whether these changes might orchestrate the previously reported local protein synthesis in close proximity to synaptopodin clusters [23,77]. Since (1) lesion-induced synaptic plasticity is altered in synaptopodin-deficient tissue preparations and (2) alterations in synaptopodin expression have been linked to cognitive decline [10], we hypothesize that synaptopodin-dependent plasticity might stabilize cognitive performance by increasing synaptic resilience [78].

In conclusion, our results demonstrate a role for synaptopodin in regulating synaptic transmission and lesion-induced plasticity at the hippocampal mossy fiber synapse in organotypic entorhino-hippocampal tissue cultures. Our data indicate a relationship between ribosomes and the spine apparatus organelle, which suggests that synaptopodin and the spine apparatus organelle might be involved in synapse related local protein synthesis.

## Figures and Tables

**Figure 1:**
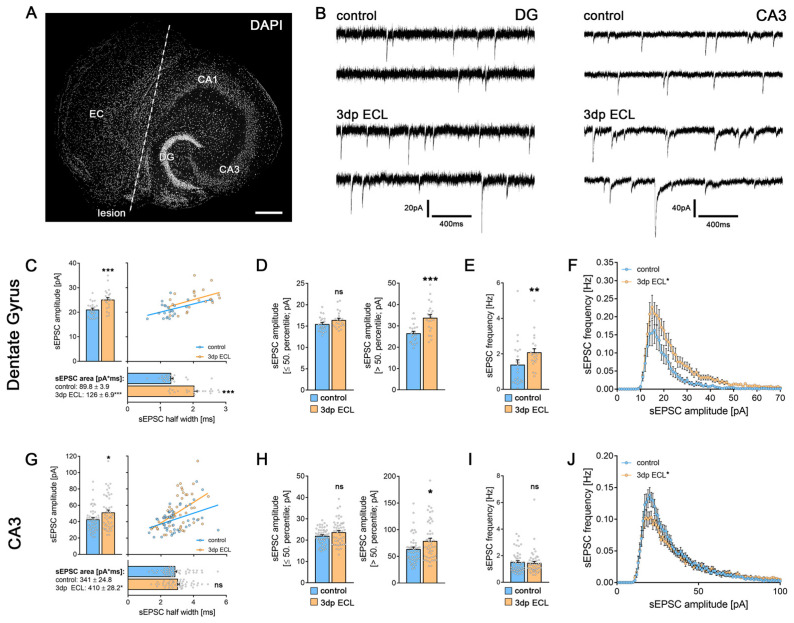
Entorhinal cortex lesion caused synaptic strengthening in both dGCs and CA3-PCs. (**A**) Entorhinal cortex lesion (ECL) in organotypic entorhino-hippocampal tissue cultures was performed by dissecting the perforant path (white line, scale bar 300 μm). Cytoarchitecture was visualized via DAPI nuclear staining. (**B**) Spontaneous excitatory postsynaptic currents (sEPSCs) were recorded in both dGCs and CA3-PCs in non-lesioned and lesioned cultures (3 days post lesion, 3 dp ECL). (**C**,**D**) Spontaneous EPSC analysis in dGCs revealed a lesion-induced excitatory synaptic strengthening in the mean sEPSC amplitude, half width and area ((**C**); n_control_ = 22 cells; n_3dp ECL_ = 22 cells; Mann–Whitney test; Linear regression fit for XY-plot analysis). Percentile analysis of sEPSC amplitudes (**D**) demonstrated that the excitatory synaptic strengthening was evident in the 50% largest events (Mann–Whitney test). (**E**,**F**) The frequency of sEPSCs was significantly increased 3 days after ECL ((**E**); Mann–Whitney test). Moreover, amplitude/frequency-analysis shows that the abundance of larger sEPSC amplitudes was higher in lesioned cultures when compared to non-lesioned controls ((**F**); RM-two-way ANOVA followed by Sidak’s multiple comparisons test). (**G**,**H**) Spontaneous EPSC analysis in CA3-PCs revealed a lesion-induced increase in mean sEPSC amplitude, whereas half width and area remained unchanged ((**G**); n_control_ = 48 cells; n_3dp ECL_ = 49 cells; Mann–Whitney test; Linear regression fit for XY-plot analysis). Percentile analysis of sEPSC amplitudes (**H**) demonstrated that the excitatory synaptic strengthening was only visible in the 50% largest events (Mann–Whitney test). (**I**,**J**) No lesion-induced changes in mean sEPSC frequency were detectable in CA3-PCs. Amplitude/frequency-analysis showed a reduced number of small events in CA3-PCs 3 days after ECL (Mann–Whitney test for column statistics and RM-two-way ANOVA followed by Sidak’s multiple comparisons test for XY-plot analysis). Individual data points are indicated by colored dots. Values represent mean ± s.e.m (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns—non-significant difference).

**Figure 2:**
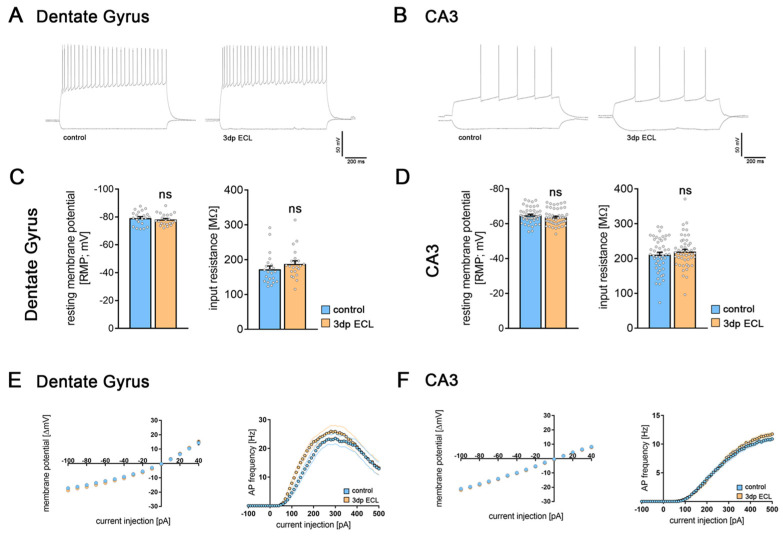
Entorhinal cortex lesion did not influence active or passive membrane properties. (**A**,**B**) Sample traces of dGCs (**A**) and CA3-PCs (**B**) in current clamp mode at a current injection of −100 pA (lower trace) and +300 pA (upper trace) in control cultures and 3 days post ECL. (**C**,**E**) Both resting membrane potential and input resistance (**C**) as well as the input–output curve for the first 15 sweeps of current injection (**E**) in dGCs were unaffected by ECL (n_control_ = 22 cells; n_3dp ECL_ = 22 cells; Mann–Whitney test and RM two-way ANOVA followed by Sidak’s multiple comparisons test for XY-plot analysis). (**E**) Action potential frequency upon increasing current injection in dGCs was similar in non-lesioned and lesioned cultures (RM two-way ANOVA followed by Sidak’s multiple comparisons test). (**D**,**F**) Both resting membrane potential and input resistance (**D**) as well as the input–output curve for the first 15 sweeps of current injection (**F**) in CA3-PCs were unaffected by the ECL (n_control_ = 48 cells; n_3dp ECL_ = 49 cells; Mann–Whitney test and RM two-way ANOVA followed by Sidak’s multiple comparisons test for XY-plot analysis). (**F**) Action potential frequency upon increasing current injection in CA3-PCs was similar in non-lesioned and lesioned cultures (RM two-way ANOVA followed by Sidak’s multiple comparisons test). Individual data points are indicated by colored dots. Values represent mean ± s.e.m (ns—non-significant difference).

**Figure 3:**
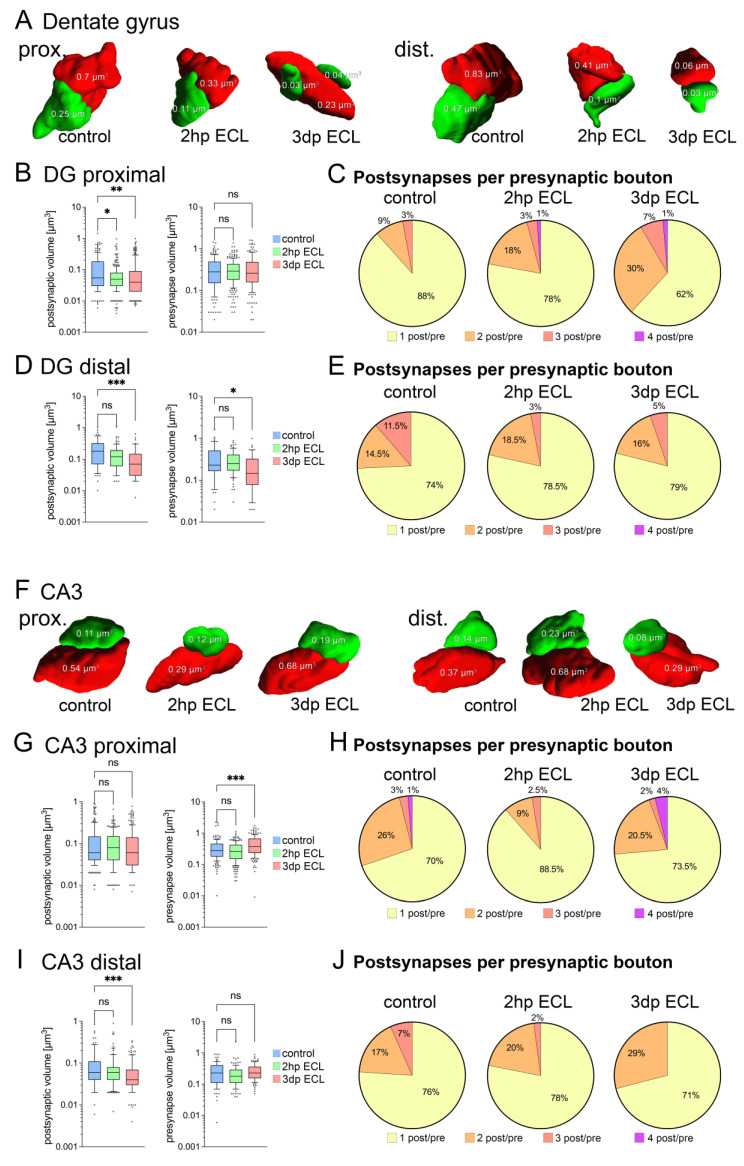
Entorhinal cortex lesion induced ultrastructural synaptic changes in DG and CA3 subfields. (**A**) Three-dimensional reconstructions of synapses (based on SBF-SEM) onto proximal and distal apical dendrites in the dentate gyrus (postsynaptic compartment, green; presynaptic compartment, red). (**B**) Analysis of both post- and presynaptic volumes from 3D reconstructions in proximal DG areas. A decrease in postsynaptic volume was detected after lesion while presynaptic volume remained stable (postsynaptic compartments: n_control_ = 170 postsynapses, n_2hp ECL_ = 286 postsynapses, n_3dp ECL_ = 223 postsynapses; presynaptic compartments: n_control_ = 163 presynapses, n_2hp ECL_ = 243 presynapses, n_3dp ECL_ = 158 presynapses from one representative tissue culture each; Kruskal–Wallis test followed by Dunn’s post hoc correction). (**C**) Analysis of synaptic complexity, which is the number of postsynaptic sites per presynaptic bouton, at proximal synapses in DG. Notably, synaptic complexity increases following entorhinal cortex lesion. (**D**) Analysis of both post- and presynaptic volumes in distal DG areas. A decrease in postsynaptic and presynaptic volumes were detected (postsynaptic compartments: n_control_ = 54 postsynapses, n_2hp ECL_ = 82 postsynapses, n_3dp ECL_ = 48 postsynapses; presynaptic compartments: n_control_ = 49 presynapses, n_2hp ECL_ = 74 presynapses, n_3dp ECL_ = 38 presynapses from one representative tissue culture each; Kruskal–Wallis test followed by Dunn’s post hoc correction). (**E**) Synaptic complexity at distal synapses in DG remained unchanged following lesion. (**F**) Three-dimensional reconstructions of synapses (based on SBF-SEM) onto proximal and distal apical dendrites in the CA3 region (postsynaptic compartment, green; presynaptic compartment, red). (**G**) Analysis of both post- and presynaptic volumes in proximal CA3 areas. An increase in presynaptic volume was detected while postsynaptic volumes remained unchanged (postsynaptic compartments: n_control_ = 208 postsynapses, n_2hp ECL_ = 224 postsynapses, n_3dp ECL_ = 219 postsynapses; presynaptic compartments: n_control_ = 159 presynapses, n_2hp ECL_ = 202 presynapses, n_3dp ECL_ = 168 presynapses from one representative tissue culture each; Kruskal–Wallis test followed by Dunn’s post hoc correction). (**H**) Synaptic complexity at proximal synapses in CA3 remained widely unchanged following lesion. (**I**) Analysis of both post- and presynaptic volumes in distal CA3 areas. A decrease in postsynaptic volume was evident while presynaptic volumes remained unchanged (postsynaptic compartments: n_control_ = 99 postsynapses, n_2hp ECL_ = 120 postsynapses, n_3dp ECL_ = 120 postsynapses; presynaptic compartments: n_control_ = 77 presynapses, n_2hp ECL_ = 98 presynapses, n_3dp ECL_ = 93 presynapses from one representative tissue culture each; Kruskal–Wallis test followed by Dunn’s post hoc correction). (**J**) Despite a trend towards reduced complexity, distal synapses in CA3 remained widely unchanged following entorhinal cortex lesion. Graphs depict box plots (box: 25–75 percentile; whiskers: 10–90 percentile; line indicates median), values outside this range were indicated by individual dots (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns—non-significant difference).

**Figure 4:**
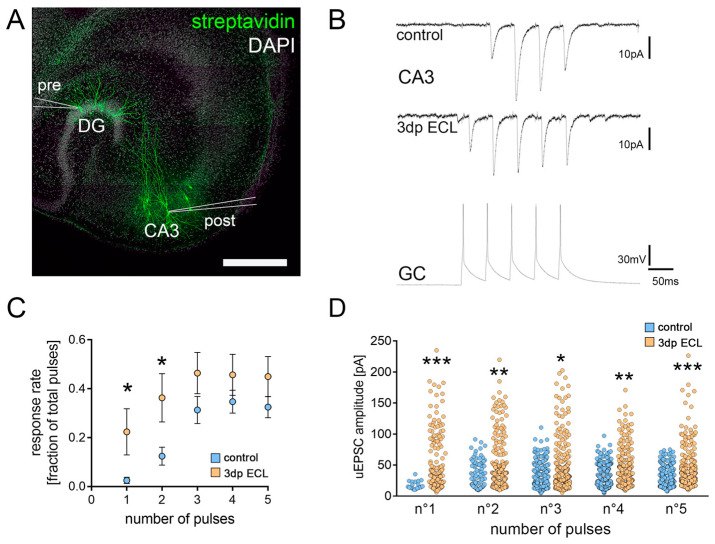
Lesion-induced loss of the cortico-hippocampal projection changed transmission at hippocampal mossy fiber synapses. (**A**) Post hoc visualization of patched neurons in organotypic tissue cultures after paired electrophysiological recordings between individual presynaptic (pre) GCs of the dentate gyrus (DG) and postsynaptic (post) CA3-PCs to analyze synaptic transmission features at hippocampal mossy fiber synapses (scale bar 300 μm). (**B**) Five consecutive action potentials were induced in dGCs at 20 Hz (bottom trace) to assess postsynaptic responses in CA3-PCs in lesioned and non-lesioned cultures (upper traces). (**C**) The response rate, i.e., the fraction of presynaptic pulses that elicited a postsynaptic response in a connected pair of individual neurons, was significantly increased for the first two pulses in lesioned cultures when compared to non-lesioned controls (n_control_ = 10; n_3dp ECL_ = 10; Mann–Whitney test for the respective pulse numbers). (**D**) In successfully elicited unitary EPSCs (uEPSCs), a significant increase in uEPSC amplitude was detectable (n°1_control_ = 20 events, n°1_3dp ECL_ = 187 events; n°2_control_ = 115 events, n°2_3dp ECL_ = 304 events; n°3_control_ = 292 events, n°3_3dp ECL_ = 394 events (one data point outside the axis limits); n°4_control_ = 326 events, n°4_3dp ECL_ = 385 events; n°5_control_ = 307 events, n°5_3dp ECL_ = 384 events; Mann–Whitney test for the respective pulse numbers). Individual data points are indicated by colored dots. Values represent mean ± s.e.m (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 5:**
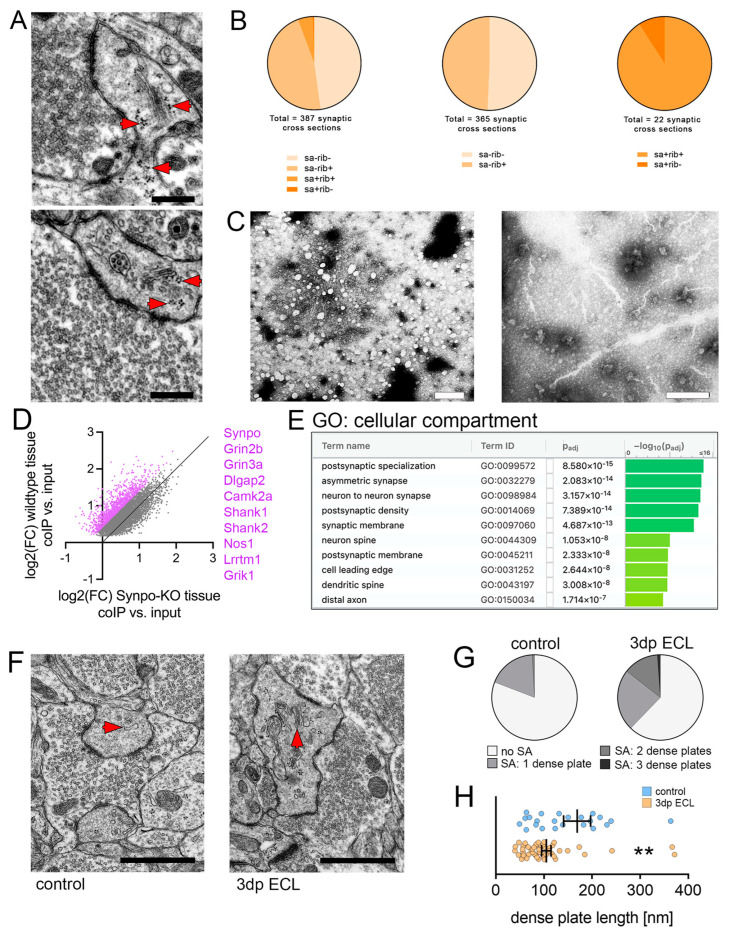
The spine apparatus organelle assembled ribosomes and excitatory-synapse-related mRNAs. (**A**) Transmission electron microscopy (TEM) images demonstrate a close association of ribosomes (arrowheads) and the spine apparatus organelle. Scale bar upper image, 300 nm; scale bar lower image, 400 nm. (**B**) Assessment of ribosomes in cross-sections of dendritic spines depending on the presence of the spine apparatus organelle (SA). In spine cross-sections lacking a spine apparatus organelle, approx. 50% of spines contained ribosomes. Notably, approx. 90% of the spines containing the spine apparatus organelle also contained ribosomes. (**C**) Negative contrast electron microscopy images from beads used from synaptopodin co-immunoprecipitation in hippocampal tissue from adult animals. Micrographs illustrate the immunoprecipitation of ribosomes and ribosomal subunits (white non-contrasted areas), which are organized along microfilaments suggesting an association between synaptopodin and ribosomes. Scale bars, 100 nm. (**D**) Analysis of differential mRNA abundance in Synpo-coIP RNA samples compared to their respective input samples to reveal the synaptopodin related transcriptome (Supplementary Table S1). A log2(FC) value > 0 indicates an mRNA enrichment in Synpo-coIP samples. To rule out the unspecific pull-down of targets, the same experimental protocol was applied to synaptopodin^−/−^ tissue lysates. Log2(FC) values were plotted for differentially enriched genes (p_adj._ < 0.05) from wildtype tissue cultures and specific enrichment was assumed if FC increased more than 30% (violet dots, n_wildtype_ = 5 samples and n_Synpo_^−/−^ = 2 samples input and Synpo-coIP, respectively; 5–6 tissue cultures pooled from one filter per sample; DESeq2-analysis). (**E**) A gene set enrichment analysis for a cellular compartment gene ontology was performed for significantly enriched genes in Synpo-coIP samples and visualized by the g:Profiler web application. Notably, synaptic gene sets were enriched. (**F**) Transmission electron microscopy was used to visualize ultrastructural properties of mossy fiber synapses in lesioned and non-lesioned control cultures (scale bar, 1 μm). Spine apparatus organelles are marked by red arrowheads. (**G**) Upon lesion, the abundance of spine apparatus organelles (SA) and their number of dense plates were significantly increased in the postsynaptic compartment of mossy fiber synapses (n_control_ = 120 (no SA = 97 postsynapses, 1 dense plate = 22 postsynapses, 2 dense plates = 1 postsynapse, 3 dense plates = 0 postsynapses); n_3dp ECL_ = 90 (no SA = 56 postsynapses, 1 dense plate = 21 postsynapses, 2 dense plates = 12 postsynapses, 3 dense plates = 1 postsynapses)). (**H**) The length of the respective dense plates significantly decreased 3 days after ECL (n_control_ = 24, one data point outside the axis limits; n_3dp ECL_ = 48; Mann–Whitney test). Individual data points are indicated by colored dots. Values represent mean ± s.e.m (** *p* < 0.01).

**Figure 6:**
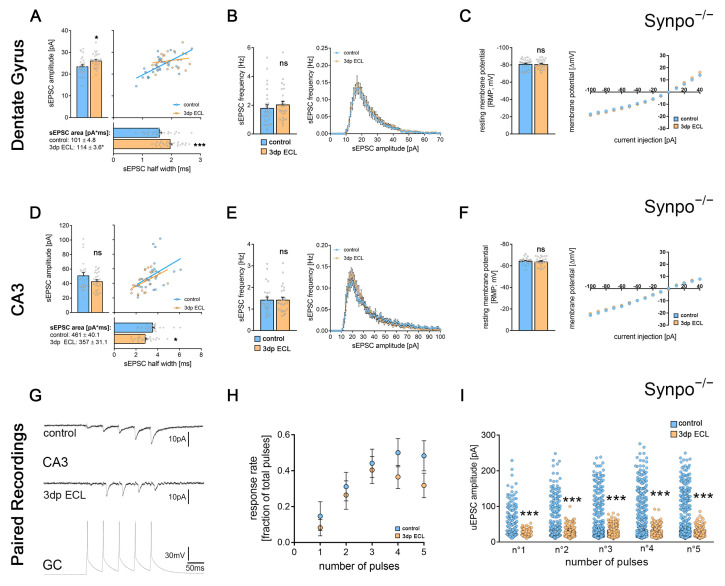
Lesion-induced synaptic plasticity at hippocampal mossy fiber synapses was impaired in synaptopodin-deficient tissue cultures. (**A**,**B**) sEPSCs were recorded from dGCs in synaptopodin-deficient tissue cultures (Synpo^−/−^). Here, the mean sEPSC amplitude, half width and area significantly increased 3 days after the ECL ((**A**); n_control_ = 29; n_3dp ECL_ = 26; Mann–Whitney test; Linear regression fit for XY-plot analysis). In contrast to wildtype cultures, no changes in the mean sEPSC frequency or the sEPSC amplitude/frequency-distribution were observed ((**B**); Mann–Whitney test for column statistics and RM-two-way ANOVA followed by Sidak’s multiple comparisons test for XY-plot analysis). (**C**) No changes in passive membrane properties of dGCs were detected in synaptopodin-deficient cultures upon lesion (Mann–Whitney test for column statistics and RM-two-way ANOVA followed by Sidak’s multiple comparisons test for XY-plot analysis). (**D**,**E**) The mean sEPSC amplitude in CA3-PCs was not significantly different in lesioned and non-lesioned control cultures. Noteworthy, the mean sEPSC half width significantly decreased in lesioned cultures ((**D**); n_control_ = 25; n_3dp ECL_ = 25; Mann–Whitney test; linear regression fit for XY-plot analysis). No lesion-induced changes in the mean sEPSC frequency or the amplitude/frequency-interdependence were detectable ((**E**); Mann–Whitney test for column statistics and RM-two-way ANOVA followed by Sidak’s multiple comparisons test for XY-plot analysis). (**F**) No changes in passive membrane properties of CA3-PCs were detected in synaptopodin-deficient cultures upon lesion (Mann–Whitney test for column statistics and RM-two-way ANOVA followed by Sidak’s multiple comparisons test for XY-plot analysis). (**G**,**H**) Paired whole-cell patch-clamp recordings were carried out between individual dGCs and CA3-PCs in lesioned and non-lesioned control cultures prepared from synaptopodin-deficient animals (**G**). Upon injection of 5 current pulses in the presynaptic granule cells, no changes in the pulse-number-dependent response rate of connected mossy fiber synapses were detectable after the ECL (H; n_control_ = 12; n_3dp ECL_ = 10; Mann–Whitney test for the respective pulse numbers). (**I**) Analyzing properties of successfully transmitted uEPSCs, a significant decrease in uEPSC amplitude was evident in lesioned cultures when compared to non-lesioned controls (n°1_control_ = 144 events, n°1_3dp ECL_ = 82 events; n°2_control_ = 300 events, n°2_3dp ECL_ = 263 events; n°3_control_ = 426 events (one data point outside the axis limits), n°3_3dp ECL_ = 402 events; n°4_control_ = 486 events, n°4_3dp ECL_ = 364 events; n°5_control_ = 472 events, n°5_3dp ECL_ = 317 events; Mann-Whitney test for the respective pulse numbers). Individual data points are indicated by colored dots. Values represent mean ± s.e.m (* *p* < 0.05, *** *p* < 0.001, ns—nonsignificant difference).

**Figure 7:**
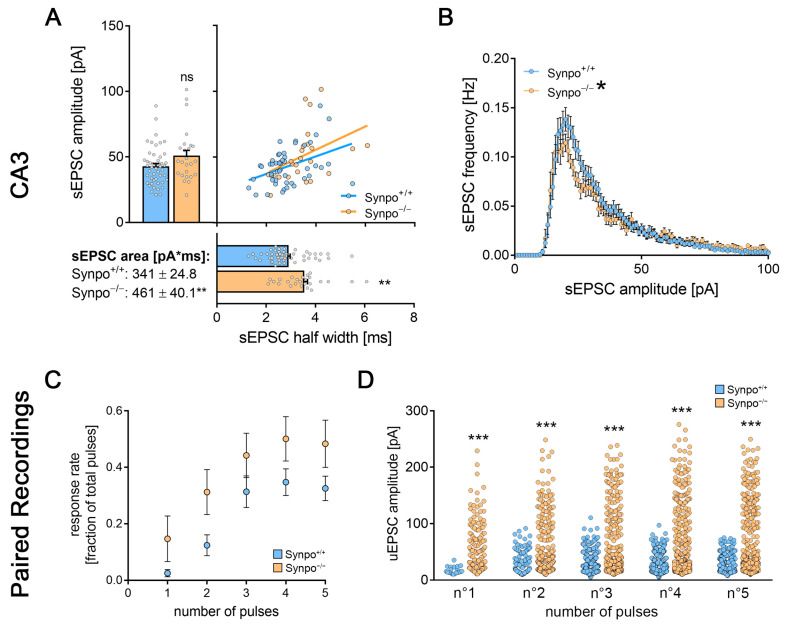
Synaptopodin deficiency shifted the hippocampal mossy fiber synapse to an excitable state under baseline conditions. (**A**,**B**) sEPSCs from CA3-PCs of both synaptopodin-deficient and wildtype tissue preparations, respectively. While the mean sEPSC amplitude was unchanged, sEPSC area and half width were significantly increased in synaptopodin-deficient tissue cultures ((**A**); n_Synpo+/+_ = 48; n_Synpo−/−_ = 25; Mann–Whitney test; Linear regression fit for XY-plot analysis; c.f., Figure 4 and Figure 6). Additionally, the sEPSC amplitude/frequency distribution was significantly changed between the two groups ((**B**); RM-two-way ANOVA followed by Sidak’s multiple comparisons test). (**C**,**D**) When comparing the response rate of postsynaptic CA3-PCs upon presynaptic action potential generation from paired recordings in Synpo^+/+^ and Synpo^−/−^ tissue preparations, no significant increase was observed ((**C**); n_Synpo+/+_ = 10; n_Synpo−/−_ = 12; Mann–Whitney test for the respective pulse numbers; c.f., Figure 3 and Figure 6). However, when analyzing the amplitudes of successfully transmitted uEPSCs at the postsynaptic CA3-PCs, a significant increase in uEPSC amplitudes became evident in synaptopodin-deficient tissue preparations after each of the five pulses respectively ((**D**); n°1_Synpo+/+_ = 20 events, n°1_Synpo−/−_ = 144 events; n°2_Synpo+/+_ = 115 events, n°2_Synpo−/−_ = 300 events; n°3_Synpo+/+_ = 292 events, n°3_Synpo−/−_ = 426 events (one data point outside the axis limits); n°4_Synpo+/+_ = 326 events, n°4_Synpo−/−_ = 486 events; n°5_Synpo+/+_ = 307 events, n°5_Synpo−/−_ = 472 events; Mann–Whitney test for the respective pulse numbers; c.f., Figure 4 and Figure 6). Individual data points are indicated by colored dots. Values represent mean ± s.e.m (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns—non-significant difference).

**Figure 8:**
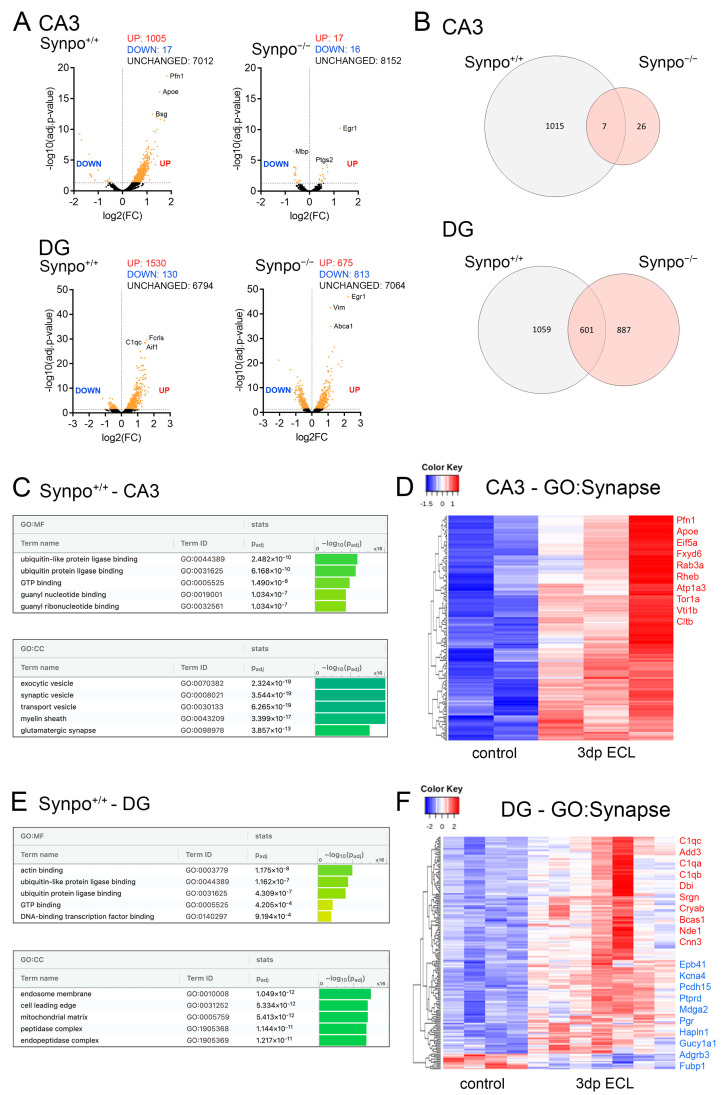
Entorhinal cortex lesion-induced synaptopodin-dependent transcriptomic changes. (**A**) Volcano plots visualize differential gene expression in wildtype (Synpo^+/+^) and synaptopodin-deficient (Synpo^−/−^) tissue preparations based on region-specific transcriptome analysis of the dentate gyrus (DG) and the CA3 area. Colored dots indicate differentially expressed genes (p_adj._ < 0.05; CA3-Synpo^+/+^: n_control_ = 2, n_3dp ECL_ = 3; DG-Synpo^+/+^: n_control_ = 4, n_3dp ECL_ = 7; CA3-Synpo^−/−^: n_control_ = 6, n_3dp ECL_ = 6; DG-Synpo^−/−^: n_control_ = 7, n_3dp ECL_ = 4; detailed DESeq2-outputs provided in Supplementary Tables S2–S5). (**B**) Venn-diagrams illustrate the magnitude of lesion-induced differential gene expression and the overlap in commonly regulated genes between wildtype and synaptopodin-deficient tissue preparations. Synaptopodin-deficient preparations showed deficits in lesion-induced gene expression mainly in the CA3 region. Despite the identification of commonly regulated genes, a considerable number of genotype-specific changes can be identified in DG samples. (**C**) For wildtype CA3 samples (Synpo^+/+^-CA3), a gene set enrichment analysis (gene ontologies: molecular function (MF) and cellular compartment (CC)) was performed and visualized (TOP-5) using the g:Profiler web platform. (**D**) Heatmap visualization demonstrates the differential expression of synapse related genes (GOCC: 0045202) upon lesion-induced cellular remodeling in the wildtype CA3 region. TOP-10 differentially expressed genes were additionally illustrated. (**E**) For wildtype DG samples (Synpo^+/+^-DG), a gene set enrichment analysis (gene ontologies: molecular function (MF) and cellular compartment (CC)) was performed and visualized (TOP-5) using the g:Profiler web platform. (**F**) Heatmap visualization demonstrates the differential expression of synapse related genes (GOCC: 0045202) upon lesion-induced cellular remodeling in the wildtype DG region. TOP-10 differentially expressed genes for both up- and downregulation were additionally illustrated. Analysis was performed on the Galaxy platform, and differential gene expression was determined using the DESeq2 application.

**Table 1:** Entorhinal cortex lesion induced ultrastructural changes in postsynaptic densities in DG and CA3 subfields. Analysis of PSD areas in proximal and distal subfields of both DG and CA3 subfields. Kruskal–Wallis test followed by Dunn’s post hoc correction. Values represent median [interquartile range, 25th–75th percentile] (* *p* < 0.05, *** *p* < 0.001, ns—non-significant difference).

	Control	2hp ECL	3dp ECL
**DG proximal**	0.1 [0.07–0.2] μm^2^ (n_control_ = 183)	0.1 [0.08–0.1] μm^2^ (n_2hpl_ = 297) ns	0.09 [0.06–0.1] μm^2^ (n_3dpl_ = 231) ns
**DG distal**	0.2 [0.0975–0.3] μm^2^ (n_control_ = 62)	0.1 [0.09–0.2] μm^2^ (n_2hpl_ = 89) *	0.09 [0.06–0.1] μm^2^ (n_3dpl_ = 48) ***
**CA3 proximal**	0.1 [0.07–0.2] μm^2^ (n_control_ = 212)	0.1 [0.0685–0.2] μm^2^ (n_2hpl_ = 229) ns	0.1 [0.06–0.3] μm^2^ (n_3dpl_ = 224) *
**CA3 distal**	0.1 [0.08–0.2] μm^2^ (n_control_ = 100)	0.09 [0.07–0.1] μm^2^ (n_2hpl_ = 121) ns	0.08 [0.06–0.1] μm^2^ (n_3dpl_ = 120) ***

## Data Availability

Source files and detailed statistical analyses are available from the Dryad data repository (https://doi.org/10.5061/dryad.x0k6djhpc). Sequencing data have been deposited in the Gene Expression Omnibus (GEO) repository (accession number: GSE216509). Original data are available from the authors upon reasonable request.

## Supplementary Materials

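Table S1 lists, for each gene, the coIP over input comparison in wildtype samples and the same comparison in synaptopodin-KO samples, which served as background. In such a DESeq2 table, the base mean is the average normalized count over all libraries compared, and a positive log2 fold change means a larger share of reads in the coIP. The copy used here is incomplete: it holds 1999 genes of 20721 for wildtype and 1999 of 17755 for the KO. Over these, the base mean of the wildtype part was 2.3 to 2.33 times the mean normalized count computed from the deposited counts, and that of the KO part 1 times.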

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13020114/s1, Table S1: Synaptopodin co-immunoprecipitation experiments (RNA-sequencing results from wildtype co-immunoprecipitation experiments with synaptopodin-KO background control). Table S2: DESeq2 results table ECL vs. control (Synpo^+/+^, CA3; Base Mean > 300; c.f. Figure 8). 

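Tables S2 to S5 list the DESeq2 comparisons of ECL with control for genes with a base mean over 300, one table for each genotype and region. A fold change reported by DESeq2 can be shrunken, which pulls values of genes with few counts or large spread towards 0. The copies used here are incomplete, with 1999 genes each, out of 8034 (S2), 8454 (S3), 8185 (S4) and 8552 (S5). In the deposited counts, 8060, 8500, 8229 and 8611 genes tested had a mean normalized count over 300 in the corresponding comparisons.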

Table S3: DESeq2 results table ECL vs. control (Synpo^+/+^, DG; Base Mean > 300; c.f. Figure 8). Table S4: DESeq2 results table ECL vs. control (Synpo^−/−^, CA3; Base Mean > 300; c.f. Figure 8). Table S5: DESeq2 results table ECL vs. control (Synpo^−/−^, DG; Base Mean > 300; c.f. Figure 8).

How the deposited data were processed for this re-analysis (not part of the article)

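Counts from 63 libraries were used: 24 of the Synpo-coIP experiment and 39 of the regional experiment. The authors trimmed reads with cutadapt, mapped them with RNA STAR to mm10, kept libraries with more than 60% uniquely mapped reads, and counted reads per gene with featureCounts over GENCODE exons without regard to strand. The deposited values are these counts, not normalized, for 55291 gene symbols. Of these symbols, 107 stand for more than 1 annotated gene, and no column of the deposited tables was left unused. Gene identifiers and positions were taken from the annotation deposited with the counts (GRCm38), and the last annotated exon of each of 22 chromosomes was checked to lie within the reference sequence. Total counts per library set the precision of every value, and since the libraries carry no molecular identifiers, counting error alone understates the spread, which was taken from the replicates.

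Samples were grouped by the labels and the paper's methods alone. Regional libraries were compared as 3 dp ECL against control within each of 2 regions and 2 genotypes. CoIP was compared with input in non-lesioned wildtype samples, in lesioned wildtype samples and in the libraries labelled Synpo−/−. Interactions of genotype with lesion, of genotype with fraction and of lesion with fraction, and the genotypes in control cultures, were tested in the same way. Each comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter and the quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg over all genes tested. Genes with an adjusted p under 0.05 were called. In regional comparisons a mean normalized count over 300 was also required, the limit that the paper's tables give. For the KO-corrected list, the Synpo−/− log2 fold change was subtracted from that of each gene enriched in wildtype, and genes with a remaining fold over 1.3 (30%) were kept. Normalized counts are counts divided by the effective library size relative to its geometric mean, and values given with ± are means with SD. Comparisons, the rule for named genes, the lists and most alternatives were fixed in advance.

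The genes named are those printed in Figures 5D, 8A, 8D and 8F, Synpo, up to 3 genes with the smallest p in each direction among the calls of each interaction or genotype comparison, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and members of the gene lists. The 22 lists were written from gene symbols: proteasome subunits, ubiquitin-conjugating enzymes, Rab GTPases, V-ATPase subunits, mitochondrial ribosomal proteins, complex I subunits, cytosolic ribosomal proteins, Arp2/3 subunits, endosomal sorting genes, Zfp genes, glutamate receptors, postsynaptic scaffold genes, synaptic vesicle genes, markers of microglia, astrocytes, oligodendrocytes, dentate granule cells, CA3 pyramidal cells, and CA1 and subiculum, immediate early genes, sex genes and mitochondrially encoded genes. Lists were tested by camera (limma 3.58.1) with a correlation of 0.01, by fry and by camera with an estimated correlation, on log2 CPM with a prior count of 2, and the p-values were adjusted over the 22 lists. The medians given for lists come from the same values, and those relative to the median of all genes or under other fits from the fitted log2 fold changes, apart from the values without a library. These lists stand in for the gene ontology sets of the paper, whose annotation was not at hand, so the paper's enrichment analysis and its selection of synaptic genes by ontology were not repeated.

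Alternatives were DESeq2 1.42.0 in place of edgeR, RLE size factors, no filter on low counts, limma voom with sample quality weights, removal of the gene length trend or of length and GC trends between libraries, the replicate number as a block, all 4 groups of a region in one fit, other limits on the mean normalized count and on the KO correction, other sets of wildtype coIP samples, and leaving out each library in turn. Trends were fitted for each library by lowess with a span of 0.3 over genes with a mean count over 50 and entered the fits as offsets. Removing the length trend moved the median log2 fold change of all genes tested by -0.13 in Synpo+/+ CA3 and -0.14 in Synpo+/+ DG. CoIP and input samples of a replicate come from one lysate. The deviations of the paired samples from their group means correlated across genes with r from 0.295 to 0.723 in the 5 non-lesioned pairs, from 0.0743 to 0.807 in the 5 lesioned pairs and with 0.0517 in the 2 Synpo−/− pairs. The Synpo−/− libraries carry a pair of numberings that are crossed for the inputs, and the number of the preparation was used.

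The fits were tested on simulated data, in which counts of 200 genes were changed 4-fold in each comparison. Over 13 edgeR fits (17832 to 25380 genes tested), 163 to 200 of the changed genes were called and at most 18 unchanged genes. For DESeq2 and voom (4 fits, 17921 to 23720 genes), 171 to 200 changed and at most 28 unchanged genes were called. A length trend imposed on the simulated counts gave 1233 and 1812 calls of unchanged genes (21268 and 23217 genes tested), and 5 and 9 after its removal. Among 21 lists, the set test found the 1 changed list and 0 unchanged ones. Genes were simulated independently of each other, so this cannot judge the correlation of 0.01 that camera presets.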

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

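The tests of region and depth for the lesioned DG library, of DG tissue in a CA3 library and the count of genes at an unadjusted p in the splits of the interaction were chosen after the values were seen, and the other splits of samples were planned beforehand. Dixon's test was applied to 50 groups of values, each a measure within a condition of at least 4 libraries. It marked 5 values as far from the rest of their group, where 2.5 are expected by chance, so single cases can be chance.

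Lesioned replicate 5 of Synpo+/+ DG had a mean level of dentate granule cell markers of 2.28 (log2 CPM), far below the others of its group. Of the granule cell markers, Prox1 stood at 14.7 CPM against 164 to 207 in the other lesioned Synpo+/+ DG libraries. On a scale of 205 genes from 0 (mean of Synpo−/− CA3 libraries) to 1 (mean of Synpo−/− DG libraries), the library lies at -0.135. The other 21 DG libraries lie at 0.843 to 1.13 and the 17 CA3 libraries at -0.173 to 0.144. Low depth is excluded, since its total of 46043990 counts is the highest of its group. A region label or a dissection that does not match the tissue may explain the profile. The library was not a copy of another: its closest match, lesioned replicate 3 of Synpo+/+ CA3, differed from it by a chi-square per degree of freedom of 13.8, within the 7.49 to 100 of 130 pairs from the same group. Without this library 1605 genes were called in Synpo+/+ DG, against 1399. No biological explanation was tested.

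Control replicate 1 of Synpo−/− CA3 had a granule cell marker mean of 3.82, apart from its group. Its Prox1 level was 41.7 CPM, and on the scale above it lies at 0.144, the highest of the CA3 libraries. Some DG tissue in the dissection may explain this. On genes higher in DG, outside the marker lists and chosen without this library, its median level corresponds to a DG share of 15.5%. The same measure gave at most 6.34% in the other 11. No biological explanation was tested, and 7 genes in place of 9 were called in Synpo−/− CA3 without it.

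Mitochondrial reads made up 13.3% of lesioned replicate 6 of Synpo−/− CA3 and 11.8% of control replicate 7 of Synpo−/− DG, each far above the rest of its group. In the first of these, the correlation of expression with gene length across genes was also apart from the group, at 0.0912. Differences in library quality could underlie these values, although the groups of single cultures give no way to part quality from the state of a culture, and no test was run. Without these libraries 14 genes were called in Synpo−/− CA3 and 1079 in Synpo−/− DG.

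The lesioned wildtype coIP samples, which the paper's text does not discuss, gave 5557 enriched genes and 5063 lower ones of 18229 tested (11439 at an unadjusted p under 0.05, 911 expected). The real grouping was 1 of 100 drawn splits of the 10 libraries (126 possible) with as many enriched genes, and the next highest had 54. Of 14 drawn splits that part every coIP sample from its input, the others gave at most 0. Chance allocation of the libraries is thus excluded for the count. As an interaction of lesion with fraction, 0 of 19581 genes passed (434 at an unadjusted p under 0.05, 979 expected, smallest adjusted p 1). Of 100 drawn splits (126 possible), 31 gave as many genes at an unadjusted p under 0.05. Leaving out single samples gave from 5082 to 5664 enriched genes.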

How the results depend on the processing

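The alternatives with the sex class of the libraries, with shrunken fold changes, with pairing and length trend together, with crossed pairing of the Synpo−/− lysates, with pairing in the shared calls and set tests, with set tests on the interactions, and with set tests in Synpo+/+ DG without lesioned replicate 5 were chosen after seeing the data. All others were set before the data were examined. A count within 1.5 times its first value is taken as unchanged here.

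Counts of coIP enriched genes and of the KO-corrected list stayed within that range under DESeq2, RLE size factors, no low-count filter, voom, both trend removals and pairing. With DESeq2, 1048 genes were called in Synpo+/+ CA3 (306 otherwise), 34 in Synpo−/− CA3 (9), 171 by the interaction in CA3 (0), 530 (1) and 79 (3) between genotypes in CA3 and DG controls, 64 by genotype and fraction (0), and 7 were shared by both genotypes in CA3 (2). In Synpo−/− DG it gave 588 higher and 715 lower genes, against 644 and 509. RLE size factors gave 193 in Synpo+/+ CA3. Without the low-count filter the counts were 1522 in Synpo+/+ CA3, 44 in Synpo−/− CA3, 104 for the interaction in CA3, 626 and 31 between genotypes in CA3 and DG controls, and 55 for genotype and fraction. Voom with sample quality weights gave 20 in Synpo−/− CA3, 121 between genotypes in DG controls and 4 shared in CA3. With all 4 groups of a region in one fit, 1 gene was called in Synpo+/+ CA3 and 2118 in Synpo+/+ DG. The cause was not tested.

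Removing the length trend left 69 genes (52 higher, 17 lower, against 294 and 12) in Synpo+/+ CA3 and 827 (588 and 239, 71.1% higher) in Synpo+/+ DG, gave 16 in Synpo−/− CA3, 2 between genotypes in CA3 controls and 1 shared in CA3, and 5 lists for genotype and fraction in place of 8. Removing length and GC trends left 43 (30 and 13) in Synpo+/+ CA3 and 619 (494 and 125, 79.8% higher) in Synpo+/+ DG, gave 27 in Synpo−/− CA3 and 0 between genotypes in CA3 controls (3712 at an unadjusted p under 0.05). Under it the coIP log2 fold change of Synpo reversed, from 0.47 to -0.32. Synpo+/+ DG calls were 91.4% higher (1279 and 120) before these removals, and 64.6% (1864 and 1022, 2886 in all) without the limit on the mean normalized count.

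That limit also mattered elsewhere. Without it, Synpo+/+ CA3 had 336 higher and 61 lower genes, 16 genes were called in Synpo−/− CA3 (11 higher and 5 lower, against 5 and 4), 1989 in Synpo−/− DG, 1 by the interaction in DG, and 905 were shared in DG (537 with it). Adjusting over genes with a mean over 300 alone gave 840 in Synpo+/+ CA3, 19 in Synpo−/− CA3 and 134 between genotypes in CA3 controls, because fewer genes were tested. With the limit, 2554 coIP enriched genes and 537 KO-corrected genes remained, and the KO-corrected list held 578 genes above 50% and 3991 with any excess.

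In the coIP experiment, samples of one lysate are paired, and the replicate block gave 61 genes for genotype and fraction, 54 with the length trend removed as well, and 29 with the Synpo−/− lysates paired by their other number. In the regional experiment, cultures share a replicate number only. Deviations of same-numbered cultures correlated with r from -0.167 to 0.448 in Synpo+/+ CA3, -0.218 to 0.594 in Synpo+/+ DG, -0.276 to 0.599 in Synpo−/− CA3 and -0.401 to 0.186 in Synpo−/− DG. With the number as a block, the counts were 649 in Synpo+/+ CA3, 22 in Synpo−/− CA3, 441 in Synpo−/− DG, 14 for the interaction in CA3, 1375 between genotypes in CA3 controls, 5 and 293 shared in CA3 and DG, and 4 lists in Synpo−/− DG in place of 9. The blocked fit changed no other count by over 1.5 times.

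With the Xist class of each library in the fit, 964 genes were called in Synpo+/+ CA3 and 256 between genotypes in CA3 controls. DESeq2 with shrunken fold changes gave 674 higher and 812 lower genes in Synpo−/− DG, 1022 genes in Synpo+/+ CA3, 33 in Synpo−/− CA3, 505 and 76 between genotypes in CA3 and DG controls, and 7 shared in CA3.

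Leaving out single libraries gave 0 to 136 genes in Synpo+/+ CA3 (3 fits of 2 libraries against 2, since 1 control cannot stand alone), 546 to 1605 in Synpo+/+ DG (11), 3 to 14 in Synpo−/− CA3 (12), 642 to 1132 in Synpo−/− DG (11), 1 to 95 (6) and 2 to 98 (11) between genotypes in CA3 and DG controls, 4995 to 5423 coIP enriched (10), 5082 to 5664 in lesioned cultures (10) and 1166 to 1653 KO-corrected (10). The highest genotype counts, 95 and 98, came without Synpo−/− control replicate 6 in CA3 and 4 in DG. In Synpo−/− DG, 423 higher and 219 lower genes were called without lesioned replicate 1, and 719 and 343 without replicate 2. The interactions gave 0 in all such fits, with 2846 to 5432 genes at an unadjusted p under 0.05 in CA3 (15 fits), 1725 to 4095 in DG (22), 1255 to 1924 for genotype and fraction (10) and 351 to 743 for lesion and fraction (20).

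The number of lists that passed was 15 with camera in Synpo+/+ CA3, 1 with fry, which was not among the 15, and 0 with an estimated correlation. For camera, fry and an estimated correlation in turn, the numbers were 13, 10 and 0 in Synpo+/+ DG, 6, 2 and 0 in Synpo−/− CA3, 9, 4 and 1 in Synpo−/− DG, 13, 17 and 0 in the coIP, and 8, 0 and 0 for genotype and fraction. Without lesioned replicate 5, camera gave 14 lists in Synpo+/+ DG, among them all 13 found with it.

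For the single genes named, 792 values under alternatives set in advance kept direction and side of the threshold, 117 lost their call, 18 gained one and 1 reversed. Under added alternatives the numbers were 103, 4, 4 and 0. The 2 Synpo+/+ CA3 controls limit every comparison that includes them.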

Differences from the paper's values

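The fits with shrunken DESeq2 fold changes and with the Xist class were tests chosen only after results were seen, and every other alternative below was set before the data were examined. A log2 fold change is given here where it lies further from the paper's than the larger of both standard errors, and a count where it differs by over 1.5 times.

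For genes called in Synpo+/+ CA3, 294 were higher at 3 dp ECL, against about 1000 in Fig. 8A, read by eye. DESeq2, the fit without a low-count filter and the adjustment over genes with a mean over 300 come within 1.5 times of the paper's number, and the other alternatives set before the data were examined do not. In CA3 of libraries labelled Synpo−/−, 5 genes were higher against about 17 in Fig. 8A, read by eye, and DESeq2 and the removal of length and GC trends close this gap, the others not. There, 4 genes were lower against about 16 in Fig. 8A, read by eye, which DESeq2, the fit without a low-count filter, the removal of length and GC trends and the replicate block reach and the others do not. In Synpo−/− DG, 509 genes were lower against about 810 in Fig. 8A, read by eye. DESeq2, RLE size factors, voom, both trend removals, the fit without the limit on the mean normalized count and the adjustment over genes with a mean over 300 come within range, the others not. Genes shared by the genotypes in CA3 numbered 2 against about 7 in Fig. 8B, read by eye, and of the alternatives set before the data were examined DESeq2 alone reaches it. The replicate block, run on shared genes after seeing the values, gave 5, within 1.5 times. DESeq2 with shrunken fold changes, chosen after seeing the values, gave 1005 higher genes in Synpo+/+ CA3, 17 higher and 16 lower in Synpo−/− CA3, 812 lower in Synpo−/− DG and 7 shared in CA3.

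The log2 fold change of Egr1 in Synpo−/− CA3 was 1.84 against the paper's 1.25 (standard error in its table 0.159), and 0 of 20 alternatives set before the data were examined closed the gap. In Synpo−/− DG it was 2.48 against the paper's 2.25 (standard error 0.149). Of 19 alternatives set before the data were examined, 3 come within the larger standard error: all 4 DG groups in one fit (2.46), removal of length and GC trends (2.32) and leaving out lesioned replicate 3 (2.39). Ptgs2 in Synpo−/− CA3 had 0.85 against the paper's 0.71 (standard error 0.125). Of 20 such alternatives, 7 come within the larger standard error: DESeq2 (0.84) and leaving out control replicates 1 (0.82), 3 (0.84), 4 (0.82) or 6 (0.81), or lesioned replicates 2 (0.83) or 4 (0.74). The shrunken DESeq2 values, chosen after seeing the values, lie at a median absolute distance of 2.42e-07 to 3.78e-07 from the log2 fold changes of Tables S2 to S5 over the genes held, and so match these 3 as well. Of 41 gene values compared, 41 have the paper's sign, and 18 further values are not in the part of the tables held.

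In Table S1, the log2 fold changes for wildtype lie at a median absolute distance of 0.02 from shrunken DESeq2 values over the non-lesioned samples and of 0.0731 over the lesioned samples, both chosen after seeing the values.

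Figure 8F shows Epb41 and Pcdh15 among genes changed in wildtype DG. Here they had adjusted p of 0.0634 and 0.0519 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Epb41 was called with all 4 DG groups in one fit (adjusted p 0.0259), DESeq2 (0.0434), no low-count filter (0.0382), voom (0.0174), the replicate block (0.0127) and without lesioned replicate 5 (0.00366), and with shrunken fold changes (0.0427), chosen after seeing the values. Pcdh15 was called with all 4 groups (0.0189), DESeq2 (0.0365), RLE size factors (0.0448), voom (0.0275), the block (0.0146) and without lesioned replicate 1 (0.0462), 5 (0.0241) or 7 (0.0307). Added after seeing the values, the Xist class (0.0445) and shrunken fold changes (0.036) also call it. Adjusted p ranged from 0.00366 to 0.137 for Epb41 and from 0.0146 to 0.136 for Pcdh15 over the alternatives set before the data were examined.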

Other observations

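The tests of length and GC trends, of sex, of the interaction, of exchanged labels, of flanking DNA, of length in the KO-corrected list, of genes at an unadjusted p in the splits of the interactions and genotypes, and of the runs and traces of sex-linked counts were chosen after the results were seen, and the draws of fewer libraries, the other splits of samples and the draws of pull-downs beforehand.

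More genes were called after ECL in Synpo+/+ CA3 (306) than in Synpo−/− CA3 (9). At the wildtype number of libraries, 0 of 100 draws of 2 control and 3 lesioned Synpo−/− CA3 libraries (300 possible) reached 306 genes. Those draws gave a median of 0 and a highest count of 95, and 62 of them gave 0. The full Synpo−/− set gave 9 genes, so a draw reaching 306 was unlikely from the start. The draws thus do not exclude the smaller number of wildtype libraries as the cause. Gene length and GC trends between libraries cannot be told apart from the lesion here: 43 genes were called after their removal, 38 of them among the 306, against 27 in Synpo−/− CA3. A trend that follows the lesion takes part of any lesion response with it when removed, which keeps this open. The higher calls had a median exonic length of 2730.5 bases against 5080 for the genes tested with a mean normalized count over 300. Sex cannot be told apart either, because 1 of 3 lesioned libraries shares the Xist class of the controls, and 964 genes were called with the class in the fit. Whether the lesion effect itself differs between genotypes also stays open, with 0 genes for the interaction in CA3 and 4589 at an unadjusted p under 0.05. With 2 against 3 libraries only 10 splits exist, so a share under 0.05 cannot be had. The real grouping was 1 of these 10 with as many genes, and the highest other had 5.

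In the other comparisons, the real grouping gave the largest count of 100 drawn splits: 1 of 100 for Synpo+/+ DG (highest other 2, 330 possible), 1 of 100 for Synpo−/− CA3 (highest other 4, 462 possible) and 1 of 100 for Synpo−/− DG (highest other 53, 330 possible). For Synpo−/− CA3, 20 of the 100 splits had as many genes at an unadjusted p under 0.05. The non-lesioned wildtype coIP was 1 of 100 (highest other 8, 126 possible, and 0 among the other splits that part every pair). The interactions had 0 genes past the threshold, so their splits were compared by the genes at an unadjusted p under 0.05 (4589 in CA3 and 2730 in DG). Of 100 drawn splits each, 4 gave as many in CA3 (9240 possible) and 13 in DG (108900 possible). These splits exchanged lesion labels within each genotype, which removes the lesion effect itself along with any difference between genotypes. They therefore cannot judge the interaction, and no conclusion is drawn from them in either region. The trends and sex named above stay open for it as well. Genotype calls in controls were matched by 2 of 28 splits in CA3 (highest other 3) and 5 of 100 in DG (highest other 633), so chance allocation of libraries could give as many calls. By genes at an unadjusted p under 0.05 (3959 in CA3 and 3746 in DG), 1 of 28 and 4 of 100 splits gave as many. This argues against chance for these numbers. The splits count calls without following a gene, so they cannot judge the single calls. Of these, 1500015A07Rik was called in both regions (adjusted p 0.00351 in CA3 and 0.000226 in DG, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The labels do not tell whether both regions came from the same cultures or animals, so these calls may not be independent. Synpo and Gm42047 were called in DG alone.

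Calls in Synpo+/+ DG were mostly higher. Length and GC trends are excluded as the whole cause, since 79.8% of the calls were higher after their removal (481 of the 619 calls were among the 1399), and so is lesioned replicate 5, without which 84.7% were higher. A lesion response of the tissue stays open, as does a change in its mix of cells.

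Synpo counts were not lower in libraries labelled Synpo−/−. The labels could be exchanged between genotypes, or the knockout allele could still be transcribed. Regional group means were 21.6 to 33.0 CPM under the Synpo+/+ label and 36.5 to 50.5 under the Synpo−/− label. Exchanged labels would thus leave Synpo counts in the knockout as well, so exchange alone does not account for them. Whether labels were also exchanged stays open. Apart from Synpo itself, 1 of 2 genotype calls in DG controls lay within 10 Mb of the locus (two-sided Fisher's exact p 0.0124, 150 of 24142 genes), and this is a single gene, 1500015A07Rik, also the only call in CA3 (p 0.00624). It would lie there with exchanged labels as well, so counts per gene cannot tell whether labels were also exchanged. This gene (chromosome 18, 61726390 to 61735917) was higher in Synpo−/− controls in CA3 (log2 difference 1.65, SE 0.175, adjusted p 0.00351 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and DG (1.22, SE 0.119, adjusted p 0.000226). In CA3 its adjusted p was 0.0543 with length and GC trends removed. Synpo in CA3 had a log2 difference of 0.58 (SE 0.145, adjusted p 0.113, from 0.017 to 0.213 over its alternatives), called with DESeq2, no low-count filter and the replicate block. Gm42047 in DG (chromosome 8, 121833247 to 121841178; 1.03, SE 0.16, adjusted p 0.0348) lost its call in all 4 groups, both trend removals and 8 fits without 1 library. Flanking DNA of the strain in which the knockout was made would raise the share of changed genes around Synpo. That share, 17.9% of genes at an unadjusted p under 0.05 in DG, was reached by 37 of 138 windows of the genome. In CA3 (15.8%) it was reached by 69 of 136, and windows around Synpo were not left out. Many genes were at such a p anywhere (3746 of 24143 in DG, 3959 of 24203 in CA3). A few changed genes near Synpo would hardly raise the share, so flanking DNA stays open.

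The KO-corrected list had a median exonic length of 5159 bases, against 5700 for the other enriched genes. These passed under the same length trend, so whether the trend shaped the list cannot be told apart from this. With the trend removed the list held 1603 genes, 970 of them shared, with a median length of 2438. Nor can the spread between pull-downs of one genotype be told apart from a difference between genotypes. Lists made with 2 lesioned wildtype pull-downs in place of the Synpo−/− ones held 321 to 1076 genes (median 481.5), and 0 of 10 draws were as long as 1357. These draws overlap, being made from 5 pairs, and are too few for a share under 0.05, and the wildtype coIP libraries are less deep than the Synpo−/− ones. In contrast, the smaller number of pull-downs may account for the lower number of enriched genes in Synpo−/− (3138), since 7 of 10 draws of 2 non-lesioned wildtype pairs gave no more (978 to 4364, median 2466).

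Within each regional group, libraries with more Xist than Y-linked counts had consecutive replicate numbers. The 8 groups, 6 of them with both classes, showed 14 runs, the fewest possible, where random order gives 23.9 on average (one-sided permutation p 1e-05, the smallest that 100000 permutations can give). A random order of cultures of both sexes is thus excluded, and numbering by animal or day may explain it. Among Xist-class libraries, Y-linked counts were 1.84 ± 1.01 CPM (SD, n = 14, at most 3.66) in controls and 5.91 ± 2.57 (n = 10, at least 2.91) after ECL (two-sided permutation p 1e-05, the smallest possible). Chance order of the libraries is excluded for this difference, and carry-over between samples processed together may explain it. On the same scale, Xist counts in Y-class libraries were 6.04 ± 2.06 (n = 5) and 4.96 ± 3.18 (n = 10), not tested. The 5 sex genes had a median log2 fold change of 4.87 in Synpo+/+ CA3 (4 of 5 higher, camera adjusted p 0.163) and 4.44 in Synpo+/+ DG (4 of 5, camera adjusted p 0.0687, fry 0.0445, and camera 0.0407 without lesioned replicate 5).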
